# Correlating Global Gene Regulation to Angiogenesis in the Developing Chick Extra-Embryonic Vascular System

**DOI:** 10.1371/journal.pone.0007856

**Published:** 2009-11-17

**Authors:** Sophie Javerzat, Mélanie Franco, John Herbert, Natalia Platonova, Anne-Lise Peille, Véronique Pantesco, John De Vos, Said Assou, Roy Bicknell, Andreas Bikfalvi, Martin Hagedorn

## Abstract

**Background:**

Formation of blood vessels requires the concerted regulation of an unknown number of genes in a spatial-, time- and dosage-dependent manner. Determining genes, which drive vascular maturation is crucial for the identification of new therapeutic targets against pathological angiogenesis.

**Methology/Principal Findings:**

We accessed global gene regulation throughout maturation of the chick chorio-allantoic membrane (CAM), a highly vascularized tissue, using pan genomic microarrays. Seven percent of analyzed genes showed a significant change in expression (>2-fold, FDR<5%) with a peak occurring from E7 to E10, when key morphogenetic and angiogenic genes such as BMP4, SMO, HOXA3, EPAS1 and FGFR2 were upregulated, reflecting the state of an activated endothelium. At later stages, a general decrease in gene expression occurs, including genes encoding mitotic factors or angiogenic mediators such as CYR61, EPAS1, MDK and MYC. We identified putative human orthologs for 77% of significantly regulated genes and determined endothelial cell enrichment for 20% of the orthologs *in silico*. Vascular expression of several genes including ENC1, FSTL1, JAM2, LDB2, LIMS1, PARVB, PDE3A, PRCP, PTRF and ST6GAL1 was demonstrated by *in situ* hybridization. Up to 9% of the CAM genes were also overexpressed in human organs with related functions, such as placenta and lung or the thyroid. 21–66% of CAM genes enriched in endothelial cells were deregulated in several human cancer types (*P*<.0001). Interfering with PARVB (encoding parvin, beta) function profoundly changed human endothelial cell shape, motility and tubulogenesis, suggesting an important role of this gene in the angiogenic process.

**Conclusions/Significance:**

Our study underlines the complexity of gene regulation in a highly vascularized organ during development. We identified a restricted number of novel genes enriched in the endothelium of different species and tissues, which may play crucial roles in normal and pathological angiogenesis.

## Introduction

During development or tissue remodeling, growth of blood vessels by sprouting and intussusception is essential for adaptation to increasing needs of oxygen and nutrients. In pathological conditions such as cancer, developmental genes are reactivated in the endothelium, leading to *de novo* growth of blood vessel to supply the tumor with nutrients [1], [2]. Detailed knowledge about differences and similarities of gene regulation during normal and pathological angiogenesis is essential to design new drugs aiming at specific modulation of blood vessel growth and function. Gene expression profiles of vascular endothelial cells (ECs) have been determined after isolation of ECs from specific organs or tumors, based on the expression of known EC-markers or incorporation of fluorescent dyes [3], [4], [5], after stimulation with angiogenesis modulators [6], or after treatment with atorvastatin [7]. Furthermore, microarrays and serial analysis of gene expression (SAGE) have been used to identify genes specific for normal and tumor blood vessels [8], [9], and recently, for freshly isolated endothelial cells and lymphatic endothelial cells [10]. Substractive transcriptomic analysis has recently led to the identification of 58 genes specific for the microvasculature [11]. However, all the above-mentioned studies need experimental manipulation of ECs at some point prior analysis of gene expression (e.g. FACS sorting). Furthermore, gene expression signatures have not yet been associated with a particular form of angiogenesis (eg. sprouting vs. intussusception). During vascular development, cell-to-cell communications take place between ECs, pericytes, vascular smooth muscle cells, epithelial cells or bone marrow-derived cells [12]. These interactions influence gene expression in ECs. Separation of the endothelial compartment from the rest of the organ might compromise EC gene expression patterns and exclude important genes with angiomodulatory activities. Indeed, factors produced by stroma cells in contact with capillaries play important roles in the establishment, maintenance and branching of the vasculature [13], [14], [15], [16], [17], [18]. We took advantage of the CAM as a unique, accessible vascularized organ, whose capillary bed matures in well-defined steps [19], [20], [21], [22], [23], [24] and determined its transcriptome.

We provide evidence for EC-enrichment for a large number of regulated genes and show that the majority of them are deregulated in highly vascularized tumors such as glioblastoma. Our data thus constitute a valuable resource to streamline further research of candidate molecules susceptible to mediate angiogenesis in pathological conditions.

## Results

### Morphological and molecular characterization of CAM development

Adaptation of the CAM vascular bed to increasing oxygen needs of the embryo follows a stereotyped pattern of development. Growth of the initial vascular plexus occurs mainly through sprouting angiogenesis between E5 and E7, followed by a phase of intussusceptive angiogenesis, and then the network expands without further changes in complexity [21], [22], [23]. This is accompanied by increasing endothelial cell proliferation, which peaks around E10 and strongly decreases after E13 [19], [20]. The capillary network of the allantoic vesicle at E5 (hereafter also called CAM) is clearly visible by biomicroscopy (Fig. 1 A). *Sambucus nigra* lectin staining confirms an immature vasculature at E5 with few pericytes and Prox-1 positive cells scattered throughout the tissue (Fig. 1 B, C, G). Pericytes and lymphatic endothelial cells associate with vascular structures during the following days, and an organized vascular tree is established by day 14 (Fig. 1 D–F). Density and ramification of the vascular plexus increase constantly throughout CAM development (Fig. 1 G).

**Figure 1:**
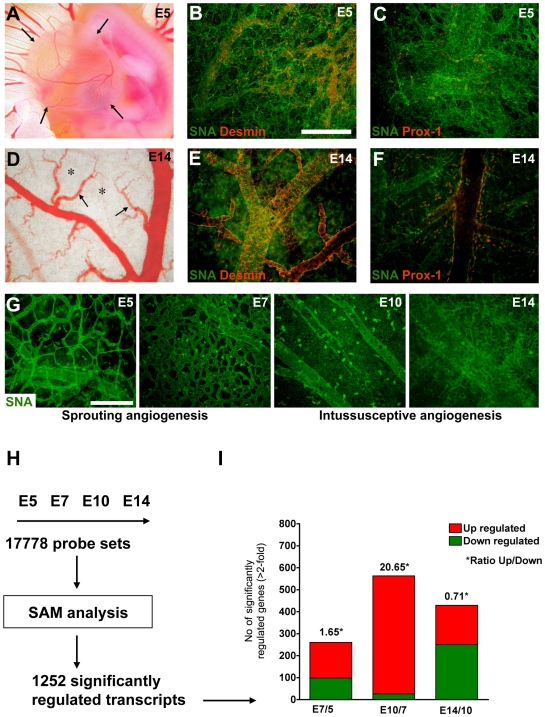
Morphological description of CAM development and gene regulation. A) By day 5 of development, the allantoic vesicle (arrows) has emerged and contains a dense vascular network (biomicroscopy, ×40). B, C) Immunofluorescence of CAM whole-mounts using markers for endothelial cells (SNA lectin), pericytes (desmin) and lymphatic cells (Prox-1). At this stage, the capillary network appears unstructured; few pericytes are associated with the vessels and single lymphatic endothelial cells are scattered throughout the tissue. D) By day 14, the CAM vasculature is hierarchized, a clearly structured vascular tree has developed; feeder vessels (arrows) project into the two-dimensional capillary layer (asterisks; ×63). E, F) Immunofluorescence analysis shows dense pericyte coverage of larger vessels and the existence of an organized lymphatic vascular network. G) Evolution of the capillary network from E5 to E14. Note progressive densification of the capillary plexus from E5 to E7 by means of sprouting angiogenesis; and from E7 to E10 increasingly by intussusceptive angiogenesis [97]. From E10 to E14, little morphological changes are observed in the capillary layer, but some feeder vessels show more ramifications (bars: 200 µm). H) Gene expression analysis during CAM development and Significant Analysis of Microarrays (SAM) identified 1252 probe sets regulated more than 2-fold during the compared periods. I) Ratios of up and downregulated genes reveals a highly active growth phase between E7 and E10 (>20 times genes upregulated), followed by a shift to gene downregulation from E10 to E14.

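At each of 4 stages (E5, E7, E10 and E14) 3 CAMs were profiled, each from 1 embryo and on its own array, which gives 12 arrays. The deposited values are signals of the authors' GCOS 1.2 software, scaled over each whole array to a target of 100 and not logged, with no detection calls. Of 38439 probe sets apart from controls, the 17778 with the highest signals within a stage were tested, the number the paper kept. Levels are given as mean signal ± SD over n = 3 CAMs per stage, and changes as log2 fold changes with their standard error (SE) and limma's adjusted p. A probe set was called changed at an adjusted p under 0.05 and a fold over 2, and "rose" and "fell" stand for such calls.

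Groups of genes are described by 25 lists, which include markers of the endothelium, lymphatic vessels, mural cells, blood cells and epithelium that a whole CAM can hold. These lists were written before the data were examined but after reading Tables 1 to 3 and Table S1, so that members printed there count as already seen. Each list was tested with camera, adjusted over 100 tests, and again with an estimated correlation between its genes. With that estimate only the leukocyte list from E10 to E14 passed, at an adjusted p = 0.0355.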

We compared global gene expression changes of the CAM between E5, E7, E10 and E14 using the recently released Affymetrix chicken GeneChips.

Significance Analysis of Microarrays (SAM) analysis identified 1252 probe sets which detect significant gene expression changes throughout CAM development (>2-fold, FDR<5%). This corresponds to 7% of the original filtered input data set (17778 probe sets). 

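TUBB3, a β-tubulin best known from neurons, rose from 62.2 ± 20.0 at E7 to 1107 ± 221 at E10 (n = 3 CAMs per stage, log2 fold change 4.19, SE 0.32, adjusted p = 2.94e-05). A2M, a secreted protease inhibitor, fell from 1320 ± 284 at E10 to 61.1 ± 15.2 at E14 (-4.44, SE 0.36, adjusted p = 2.38e-05). Over the same days AVD, the biotin-binding egg protein avidin, rose from 111 ± 92.5 to 5574 ± 1739 (6.01, SE 0.65, adjusted p = 0.000184). Taking E5 to E7, E7 to E10 and E10 to E14 together, 1213 probe sets changed at least once. The total was 603 without E10 replicate 1, 692 without E10 replicate 2 and 746 without E10 replicate 3. SAM on log2 signals gave 1920 probe sets. SAM with the Wilcoxon rank sum statistic gave 0 in each of these steps, whereas limma had 3078, 3768 and 3483 probe sets at an unadjusted p under 0.05 from E5 to E7, E7 to E10 and E10 to E14. Full separation of 3 against 3 arrays comes by chance in 10% of probe sets and was seen in 22.2%, 26.2% and 29.2%. With so small an excess the Wilcoxon form could not reach an FDR under 5%, so its 0 is no sign that nothing changed.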

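MFAP5, a microfibril protein, rose from 31.7 ± 13.1 at E5 to 173 ± 62.8 at E7 (n = 3 CAMs per stage, log2 fold change 2.48, SE 0.36, adjusted p = 0.00291). EFEMP1, another matrix protein, rose from 30.0 ± 25.1 at E7 to 212 ± 88.0 at E10 (3.03, SE 0.53, adjusted p = 0.00538). The replication factor CDC45 fell from 362 ± 26.2 at E10 to 143 ± 15.1 at E14 (-1.34, SE 0.20, adjusted p = 0.00265). These genes also stand in Table S1. Of the 162 probe sets listed there as higher from E5 to E7, 118 rose here, and of the 537 listed as higher from E7 to E10, 414 rose. Of those listed as lower, 34 of 98 fell from E5 to E7, 23 of 26 from E7 to E10 and 188 of 250 from E10 to E14. The sheet of genes higher from E10 to E14 holds 178 of the 179 probe sets stated, so no overlap was computed for it. The probe sets changed at least once made up 6.82% of those tested.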

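From E5 to E7 limma called 180 probe sets higher and 43 lower (n = 3 CAMs per stage), a ratio of 4.19. RHAG, the ammonium channel of red blood cells, rose from 3.56 ± 3.51 to 144 ± 77.2 (log2 fold change 5.59, SE 0.55, adjusted p = 0.00018, and 2.65 with signals under 20 set to 20). The smooth muscle actin ACTG2 rose from 75.8 ± 27.5 to 727 ± 460 (3.16, SE 0.55, adjusted p = 0.00923). TTR, the thyroid hormone carrier transthyretin, fell from 1368 ± 757 to 127 ± 113 (-3.66, SE 0.58, adjusted p = 0.00545), and the basement membrane collagen COL4A5 fell from 644 ± 93.5 to 176 ± 37.7 (-1.88, SE 0.26, adjusted p = 0.0020). In its brightest probe set COL4A5 did not pass. Among 29 measured genes of ion and calcium transport, 2 rose, SLC12A1 (2.81, SE 0.36, adjusted p = 0.00145) and ATP12A (1.88, SE 0.28, adjusted p = 0.00327). In the same list FOXI1, a transcription factor of proton-secreting cells, fell (-2.58, SE 0.41, adjusted p = 0.00556), as did the proton pump subunit ATP6V0D2 (-1.41, SE 0.31, adjusted p = 0.0355), and the list as a group gave an adjusted p = 0.526.

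The counts of higher and lower probe sets were 114 and 12 without E5 replicate 1, 117 and 15 without E5 replicate 2, with 18 lower without E5 replicate 3 and a ratio of 2.47 without E7 replicate 1. E7 replicate 3 had a median signal of 48.6, against 24.4 to 33.6 in the other arrays, and a mean correlation of 0.829 with the other E7 arrays. Its 3' to 5' ratio was 2.76 for actin and 1.01 for GAPDH. The ATP6V0D2 call was lost without any E5 array or E7 replicates 2 or 3 (adjusted p up to 0.108, without E5 replicate 3), with eBayes without trend (adjusted p = 0.0788) and with SAM on log2 signals. With signals under 20 set to 20 the lower count was 87.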

Two hundred and sixty probes represented genes regulated between E5 and E7 (162 up, 98 down, ratio up/down: 1.65-fold). The period from E7 to E10 is a particular highly active phase as reflected by the large number of upregulated genes (537 up, 26 down, ratio up/down: 20.65-fold). 

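Among the genes that rose from E7 to E10, MMP15, a membrane-bound metalloproteinase, went from 23.6 ± 12.7 to 216 ± 99.2 (n = 3 CAMs per stage, log2 fold change 3.20, SE 0.49, adjusted p = 0.00276), and PDK4, a kinase that restrains pyruvate oxidation, from 23.9 ± 1.26 to 289 ± 44.3 (3.58, SE 0.67, adjusted p = 0.0085). Of 15 measured immediate-early genes 5 rose, such as DUSP5 (1.84, SE 0.33, adjusted p = 0.00614) and BTG2 (1.68, SE 0.27, adjusted p = 0.00366). As a group they passed (adjusted p = 1.51e-07), though not with an estimated correlation (adjusted p = 0.0543). Of 25 measured epithelial genes 4 rose, among them the tight junction gene CLDN3 (1.27, SE 0.24, adjusted p = 0.0081) and the hemidesmosome integrin ITGB4 (1.55, SE 0.30, adjusted p = 0.00993), with an adjusted p = 0.000947 for the list and an adjusted p = 0.187 with an estimated correlation. In total 486 probe sets were higher and 119 lower, a ratio of 4.08, against 401 and 199 after quantile normalization. HINTW, a gene of the female-specific W chromosome, had signals of 3830 to 5386 in the E10 arrays and of 11.7, 7633 and 110 in the E7 arrays.

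Leaving out E10 replicate 1 gave 210 higher and 56 lower, E10 replicate 2 gave 318 and 72, E10 replicate 3 gave 213 and 48, and E7 replicate 3 gave 584 and 182. Without E10 replicate 3 the calls of CLDN3 (adjusted p = 0.0504) and ITGB4 (adjusted p = 0.0604) were lost. The paper states that the number of genes higher at E10 reflects a particularly active phase of the CAM.

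**Figure D1:**
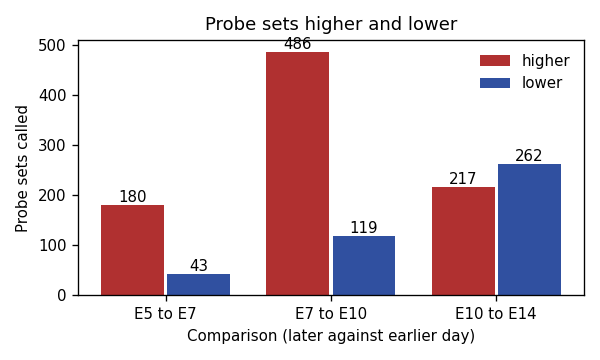
Number of probe sets called higher (red) and lower (blue) at the later stage of each step. From E5 to E7 and from E7 to E10 the red bar is the taller. The bars for E10 to E14 stand at 217 and 262, an order that turned under several other settings.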

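Genes of leukocytes rose from E10 to E14 (n = 3 CAMs per stage), 8 of 19 measured and 10 when adjusted over the list alone, with an adjusted p = 5.8e-13. Among them C1QB, a complement gene of macrophages, went from 46.5 ± 13.3 to 575 ± 194 (log2 fold change 3.60, SE 0.44, adjusted p = 0.000612) and the MHC class II gene BLB1 from 150 ± 23.8 to 1290 ± 184 (3.11, SE 0.39, adjusted p = 0.000734). Of 25 measured epithelial genes 9 rose and 1 fell. COL17A1, a collagen of hemidesmosomes, rose from 101 ± 4.92 to 627 ± 242 (2.54, SE 0.41, adjusted p = 0.00438) and KRT75 from 33.3 ± 2.60 to 264 ± 135 (2.88, SE 0.44, adjusted p = 0.00274), while GRHL3, a transcription factor of epidermal barrier formation, fell (-2.21, SE 0.28, adjusted p = 0.000732). The epithelial list passed with an adjusted p = 8.14e-10, and gave an adjusted p = 0.0543 with an estimated correlation. In hedgehog and Wnt signaling 3 of 32 measured genes fell, among them the Wnt antagonist WIF1 (-2.86, SE 0.52, adjusted p = 0.00934) and the hedgehog release factor DISP1 (-1.43, SE 0.28, adjusted p = 0.0132). That list as a whole lay lower at E14 (adjusted p = 0.00102, and adjusted p = 0.0543 with an estimated correlation). The actin control probe sets, whose 3' to 5' signal ratio rises as RNA degrades, gave 2.21 to 3.43 in the E14 arrays and 1.51 to 1.66 in the E10 arrays. Those of GAPDH gave 1.19 to 1.3 at E14 and 1.01 to 1.1 at E10.

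In all, limma called 217 probe sets higher and 262 lower, and which direction had more calls depended on the setting. The higher calls were the more numerous with an offset of 16 (305 and 250), with signals under 20 set to 20 (340 and 306), after equalizing medians (211 and 185), with the 6 arrays of E10 and E14 alone (241 and 169), with SAM on log2 signals (582 and 379), without E10 replicate 1 (115 and 87) and without E10 replicate 2 (94 and 78). Without E7 replicate 3, an array of another stage in the same fit left out only after the result was seen, the counts were 336 and 396. The lower count was 169 without E10 replicate 3, and the higher count was 122 without E14 replicate 3. Without E10 replicate 2 the calls of WIF1 (adjusted p = 0.059) and DISP1 (adjusted p = 0.0728) were lost, that of DISP1 also without E10 replicate 1.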

Between E10 and E14, the ratio was inversed with 179 transcripts upregulated and 250 downregulated (ratio 0.71). Selected regulated genes with established or potential roles in angiogenesis between indicated stages are listed in tables 1–[Table pone-0007856-t002] 3 (for complete list of regulated genes, see Supplementary table S1).

**Table 1:** Selected regulated genes during the early phase of CAM development (E5 to E7).

Gene ID	Fold Change	Gene Symbol	Gene Title
Gga.540.1.S1_at	8,49	MGP	matrix Gla protein
Gga.19409.1.S1_at	6,33	COL4A2	collagen, type IV, alpha 2
Gga.496.1.S1_at	5,00	RELN	reelin
Gga.2587.1.S1_at	4,82	NOV	nephroblastoma overexpressed gene
GgaAffx.25229.1.S1_at	4,56	VWF	von Willebrand factor
GgaAffx.3009.1.S1_s_at	4,01	SEMA6D	Sema domain, transmembrane domain (TM), and cytoplasmic domain, (semaphorin) 6D
Gga.3219.1.S1_at	3,92	FIGF	c-fos induced growth factor (vascular endothelial growth factor D)
Gga.566.1.S1_at	3,74	ITGA1	integrin, alpha 1
Gga.4675.1.S2_at	3,53	SDC2	syndecan 2
Gga.7528.1.S1_at	3,52	KLF2	Kruppel-like factor 2 (lung)
Gga.19409.1.S1_s_at	3,14	COL4A2	collagen, type IV, alpha 2
Gga.1846.1.S2_at	3,12	SEMA3C	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3C
Gga.12186.1.S1_at	3,11	LYVE1	lymphatic vessel endothelial hyaluronan receptor 1
Gga.1761.1.S1_at	2,99	GPR116	G protein-coupled receptor 116
Gga.6311.1.S1_at	2,97	HEY1	hairy/enhancer-of-split related with YRPW motif 1
Gga.2827.2.S1_a_at	2,91	TIMP3	TIMP metallopeptidase inhibitor 3 (Sorsby fundus dystrophy, pseudoinflammatory)
Gga.7231.1.S1_at	2,42	SOX17	SRY (sex determining region Y)-box 17
GgaAffx.24123.1.S1_at	2,40	PDE3A	phosphodiesterase 3A, cGMP-inhibited
Gga.679.1.S1_at	2,38	VLDLR	very low density lipoprotein receptor
GgaAffx.25881.1.S1_at	2,34	PECAM1	platelet/endothelial cell adhesion molecule (CD31 antigen)
Gga.5541.1.S1_at	2,18	PECAM1	platelet/endothelial cell adhesion molecule
Gga.15805.1.S1_at	2,08	FLT4	fms-related tyrosine kinase 4
Gga.12104.1.S1_at	2,03	RAMP2	receptor (G protein-coupled) activity modifying protein 2
*Gga.19305.1.S1_at*	*0,12*	*RSPO3*	*R-spondin 3 homolog (Xenopus laevis)*
*Gga.4830.1.S1_at*	*0,37*	*SFRP1*	*secreted frizzled-related protein 1*
*Gga.5170.1.S1_s_at*	*0,42*	*PODXL*	*podocalyxin-like*

A selection of relevant genes during the early period of CAM development are shown (for all significantly regulated genes, see Supplementary table S1). Downregulated genes are in italic.

**Table 2 pone-0007856-t002:** Selected regulated genes during the intermediate phase of CAM development (E7 to E10).

Gene ID	Fold Change	Gene Symbol	Gene Title
Gga.686.1.S1_at	8,40	BMP4	bone morphogenetic protein 4
GgaAffx.20323.1.S1_at	7,32	DAG1	dystroglycan
Gga.8140.1.S1_at	4,37	FGFBP1	fibroblast growth factor binding protein 1
Gga.1964.1.S1_at	3,55	MYO10	myosin X
Gga.4048.1.S1_at	3,49	ID3	inhibitor of DNA binding 3, dominant negative helix-loop-helix protein
Gga.2875.2.S1_a_at	3,34	ACVR1	activin A receptor, type I
Gga.889.1.S1_at	3,12	ITGA3	integrin, alpha 3 (antigen CD49C, alpha 3 subunit of VLA-3 receptor)
Gga.18461.1.S1_s_at	2,76	PTPRF	protein tyrosine phosphatase, receptor type, F
Gga.4082.1.S1_at	2,67	SMO	smoothened homolog (Drosophila)
Gga.496.1.S1_at	2,59	RELN	reelin
Gga.11518.1.S1_at	2,58	—	—
Gga.3381.1.S2_at	2,58	HOXA3	homeobox A3
Gga.1030.1.S1_at	2,57	MYC	v-myc myelocytomatosis viral oncogene homolog (avian)
Gga.3673.1.S2_at	2,49	LDB2	LIM domain binding 2
Gga.3035.1.S1_at	2,41	EPAS1	endothelial PAS domain protein 1
GgaAffx.24545.1.S1_at	2,33	ENC1	ectodermal-neural cortex (with BTB-like domain)
GgaAffx.20877.1.S1_at	2,29	SOX7	SRY (sex determining region Y)-box 7
Gga.977.1.S1_at	2,25	PTRF	polymerase I and transcript release factor
Gga.19289.1.S1_at	2,07	PRCP	Prolylcarboxypeptidase (angiotensinase C)
GgaAffx.20978.1.S1_s_at	2,05	FGFR2	fibroblast growth factor receptor 2
Gga.9700.1.S1_at	2,05	TSPAN7	tetraspanin 7
*Gga.19409.1.S1_at*	*0,01*	*COL4A2*	*collagen, type IV, alpha 2*
*Gga.3219.1.S1_at*	*0,23*	*FIGF*	*c-fos induced growth factor (vascular endothelial growth factor D)*

A selection of relevant genes during the intermediate period of CAM development are shown (for all significantly regulated genes, see Supplementary table S1). Downregulated genes are in italic.

**Table 3:** Selected regulated genes during the late phase of CAM development (E10 to E14).

Gene ID	Fold Change	Gene Symbol	Gene Title
Gga.19409.1.S1_at	89,38	COL4A2	collagen, type IV, alpha 2
Gga.3219.1.S1_at	7,42	FIGF	c-fos induced growth factor (vascular endothelial growth factor D)
Gga.5334.1.S1_a_at	2,66	RGS4	regulator of G-protein signaling 4
GgaAffx.12606.1.S1_s_at	2,56	JAM2	junctional adhesion molecule 2
GgaAffx.22422.1.S1_s_at	2,20	AMOT	angiomotin
Gga.977.1.S1_at	2,09	PTRF	polymerase I and transcript release factor
*Gga.16689.1.S1_s_at*	*0,18*	*PARVB*	*parvin, beta*
*Gga.805.2.S1_a_at*	*0,30*	*EPHA3*	*EPH receptor A3*
*Gga.1964.1.S1_at*	*0,30*	*MYO10*	*myosin X*
*Gga.5002.1.S1_at*	*0,32*	*MDK*	*midkine (neurite growth-promoting factor 2)*
*GgaAffx.20323.1.S1_at*	*0,33*	*DAG1*	*dystroglycan*
*GgaAffx.1193.1.S1_s_at*	*0,33*	*LAMA1*	*laminin, alpha 1*
*Gga.3035.1.S1_at*	*0,38*	*EPAS1*	*endothelial PAS domain protein 1*
*Gga.1846.1.S1_at*	*0,42*	*SEMA3C*	*sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3C*
*Gga.18504.1.S1_at*	*0,43*	*PARVA*	*parvin, alpha*
*Gga.3973.1.S1_at*	*0,44*	*TWIST1*	*twist homolog 1 (Drosophila)*
*Gga.5109.1.S1_s_at*	*0,46*	*MYCN*	*v-myc myelocytomatosis viral related oncogene, neuroblastoma derived (avian)*
*Gga.2200.1.S1_at*	*0,49*	*CYR61*	*cysteine-rich, angiogenic inducer, 61*
*Gga.19934.1.S1_at*	*0,49*	*SNAI2*	*snail homolog 2 (Drosophila)*
*Gga.1846.1.S2_at*	*0,49*	*SEMA3C*	*sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3C*
*Gga.2679.2.S1_a_at*	*0,49*	*FBLN1*	*fibulin 1*
*GgaAffx.21814.1.S1_s_at*	*0,50*	*LIMS1 /// LOC771176*	*LIM and senescent cell antigen-like domains 1 /// hypothetical protein LOC771176*

A selection of relevant genes during the late period of CAM development are shown (for all significantly regulated genes, see Supplementary table S1). Downregulated genes are in italic.

### Early growth phase: E5 to E7

The early phase of the CAM is characterized by extensive growth of the vascular network, essentially by means of sprouting angiogenesis. Important genes controlling morphogenesis and blood vessel formation in vertebrates were found upregulated. These include critical transcription factors such as SOX17, HEY1, KLF2, members of the semaphorin family like SEMA6D, SEMA3C, and genes encoding for various proteins required for endothelial cell function such as RAMP2, NOV, VWF, PECAM1 and MGP (Table 1). 

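MGP, a matrix protein that inhibits calcification, rose from 475 ± 83.7 at E5 to 4032 ± 1028 at E7 (n = 3 CAMs per stage, log2 fold change 3.07, SE 0.22, adjusted p = 4.58e-06). VWF, the clotting factor stored in endothelial cells, rose from 177 ± 47.9 to 808 ± 85.4 (2.22, SE 0.21, adjusted p = 0.000149), and the matricellular NOV from 42.2 ± 11.9 to 203 ± 38.6 (2.29, SE 0.35, adjusted p = 0.00449). Of the semaphorins, SEMA6D rose by 2.01 on the log2 scale (SE 0.22, adjusted p = 0.000427) and SEMA3C by 1.72 (SE 0.33, adjusted p = 0.0167). Of the transcription factors, the flow-responsive KLF2 rose by 1.90 (SE 0.32, adjusted p = 0.00849), the Notch target HEY1 by 1.56 (SE 0.29, adjusted p = 0.0138) and SOX17, a factor of arterial endothelium, by 1.34 (SE 0.30, adjusted p = 0.0391). PECAM1, an adhesion molecule of endothelial junctions, rose in 1 probe set, from 433 ± 42.5 to 945 ± 227 (1.11, SE 0.24, adjusted p = 0.034), and had 1.23 (SE 0.33, adjusted p = 0.0785) in another probe set of Table 1. RAMP2, the adrenomedullin co-receptor, had 212 ± 55.5 and 431 ± 91.0 (1.03, SE 0.25, adjusted p = 0.0626). Of 28 measured endothelial genes, VWF, SOX17 and TMEM100 (1.99, SE 0.32, adjusted p = 0.00576) rose and 25 did not pass, while 7 rose and 1 fell when adjusted over the list alone. As a group the endothelial genes lay higher at E7 (adjusted p = 8.14e-10), with an adjusted p = 0.187 with an estimated correlation. Lists of other cell types lay higher as well, those of leukocytes (adjusted p = 2.38e-05), erythroid cells (3.54e-05), epithelium (1.17e-05) and thrombocytes (0.00189). With an estimated correlation these gave adjusted p = 0.058, 0.238, 0.0845 and 0.058.

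Leaving out E5 replicate 1 ended the calls of SOX17 (adjusted p = 0.15) and PECAM1 (adjusted p = 0.112), the first also lost without any array but E5 replicate 3 and the second without any but E7 replicate 3. Both were also lost with eBayes without trend (adjusted p = 0.104 and 0.0982). The SEMA3C call was lost without E5 replicate 2 (adjusted p = 0.0723) or E7 replicate 1 and with the 6 arrays of E5 and E7 alone (adjusted p = 0.0653), and the HEY1 call without E5 replicate 3 (adjusted p = 0.0584), E5 replicate 2 or E7 replicate 3, whereas RAMP2 passed without E5 replicate 3 (adjusted p = 0.0451), with a stricter filter (0.0488) and with signals under 20 set to 20 (0.0481). The paper states that genes that control morphogenesis and the formation of vessels were higher at E7.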

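RELN, a secreted matrix glycoprotein, rose from 49.0 ± 5.21 at E5 to 245 ± 68.4 at E7 (n = 3 CAMs per stage, log2 fold change 2.29, SE 0.28, adjusted p = 0.000829), and VLDLR, which binds it, from 251 ± 56.3 to 596 ± 40.2 (1.27, SE 0.21, adjusted p = 0.00621). LYVE1, a hyaluronan receptor of lymphatic endothelium, rose from 191 ± 33.0 to 592 ± 70.1 (1.64, SE 0.29, adjusted p = 0.0108). FIGF, which encodes VEGF-D, rose from 83.3 ± 19.1 to 326 ± 63.8 (1.97, SE 0.31, adjusted p = 0.00483). Its receptor FLT4 had 170 ± 42.6 and 354 ± 55.5 (1.08, SE 0.26, adjusted p = 0.0557). PROX1, the transcription factor that marks lymphatic endothelial cells, had 66.8 ± 35.7 and 80.0 ± 19.9 (0.41, SE 0.46, adjusted p = 0.678). Of 13 measured lymphatic genes, RELN, VLDLR, LYVE1 and FIGF rose and 9 did not pass, and 6 rose when adjusted over the list alone. As a group they passed with an adjusted p = 3.69e-08, but gave an adjusted p = 0.058 with an estimated correlation. All 4 of the members that rose are printed in Table 1, so the list is not independent of the paper's own choice. Without E5 replicate 2 the LYVE1 call was lost (adjusted p = 0.057), and without E5 replicate 3 FLT4 passed (adjusted p = 0.0448), as it did with a stricter filter (0.0433), with signals under 20 set to 20 (0.0425) and after quantile normalization (0.0433).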

At the same time, the establishment of the CAM lymphatic vascular system is reflected by the concerted activation of major factors which positively drive lymphangiogenesis such as RELN, its receptor VLDLR, LYVE1 and FIGF and its receptor FLT4. Interestingly, COL4A2, the gene encoding the precursor of the endogenous angiogenesis inhibitor canstatin [25], was also upregulated during this period. 

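COL4A2, a chain of basement membrane collagen, is read by 6 tested probe sets. From E5 to E7 it rose in 2 of them, from 511 ± 204 to 1605 ± 83.7 (n = 3 CAMs per stage, log2 fold change 1.73, SE 0.25, adjusted p = 0.00291) and from 726 ± 272 to 2092 ± 164 (1.60, SE 0.26, adjusted p = 0.00722). The probe set of Table 1 had 70.5 ± 60.5 and 446 ± 140 (4.13, SE 1.18, adjusted p = 0.104), with E5 signals of 1.38, 96.4 and 114 in the 3 CAMs. It passed with an offset of 16 added before the logarithm (adjusted p = 0.0137) and with signals under 20 set to 20 (adjusted p = 0.00664). COL4A1, the chain that assembles with COL4A2, rose in 1 of 2 tested probe sets, from 254 ± 121 to 940.3 ± 57.0 (1.99, SE 0.28, adjusted p = 0.00229), and had 36.4 ± 22.1 and 53.3 ± 35.7 in the other (0.57, SE 0.60, adjusted p = 0.654).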

Other essential angiogenic modulators such as RSPO3 and SFRP1 were negatively regulated between E5 and E7.

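RSPO3, a secreted enhancer of Wnt signaling, had signals of 55.8 ± 8.08 at E5 and 6.44 ± 9.00 at E7 (n = 3 CAMs per stage, log2 fold change -4.30, SE 1.22, adjusted p = 0.102). The E7 signals were 0.770, 1.73 and 16.8, the highest in replicate 3, and without that array RSPO3 passed (adjusted p = 0.0351). It also passed with an offset of 16 added before the logarithm (adjusted p = 0.0108) and with signals under 20 set to 20 (adjusted p = 0.0151). SFRP1, a secreted Wnt antagonist, had 326 ± 23.2 and 119.5 ± 19.4 (-1.46, SE 0.37, adjusted p = 0.0659). SFRP1 passed with that offset (adjusted p = 0.0223), with the 6 arrays of E5 and E7 alone (adjusted p = 0.0159) and with SAM on log2 signals.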

Co-expression/regulation of angiogenic genes was further evidenced on the signal level by a cluster analysis of significantly regulated genes (Fig. 2). Numerous genes are co-expressed with genes with established roles in angiogenesis (shown in red). Between E5 and E7, we found the positive angiogenic and lymphangiogenic regulator RAMP2 [26], [27] co-regulated with LYVE1, PECAM1, VWF, SEMA6D and genes, which have not yet been described to play a role in blood vessel growth such as IPMK (inositol polyphosphate multikinase).

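Over the 12 arrays, with the mean of each stage subtracted, RAMP2 had its highest correlation with IPMK, the inositol phosphate kinase (Pearson r = 0.685, permutation p = 0.0424, Spearman 0.650, permutation p = 0.0532). With PECAM1 its r was 0.535 (permutation p = 0.139, Spearman 0.371, permutation p = 0.316), with VWF 0.511 (permutation p = 0.179, Spearman 0.343, permutation p = 0.353) and with LYVE1 0.373 (permutation p = 0.308, Spearman 0.350, permutation p = 0.336). SEMA6D gave -0.0976 (permutation p = 0.774, Spearman -0.224, permutation p = 0.546). Among 7 relations tested, none passed after adjustment, and the adjusted p for IPMK was 0.297 by Pearson and 0.373 by Spearman. Without the 2 arrays where stage-corrected RAMP2 lay farthest from its median, r was 0.475 with IPMK, 0.316 with PECAM1, -0.0387 with VWF and 0.568 with LYVE1. Subtracting the stage means takes out the course over the stages, which the paper's cluster includes. From E5 to E7 the log2 fold change of RAMP2 was 1.03 (adjusted p = 0.0626), next to rises of 1.11 for PECAM1 in 1 probe set, 2.22 for VWF, 2.01 for SEMA6D and 1.64 for LYVE1. IPMK rose from 367 ± 84.4 at E5 to 952 ± 48.0 at E7 (n = 3 CAMs per stage, log2 fold change 1.40, SE 0.22, adjusted p = 0.00585). The p values come from 1296 permutations of the arrays within stages, and 3 CAMs per stage leave wide room around each r.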

**Figure 2:**
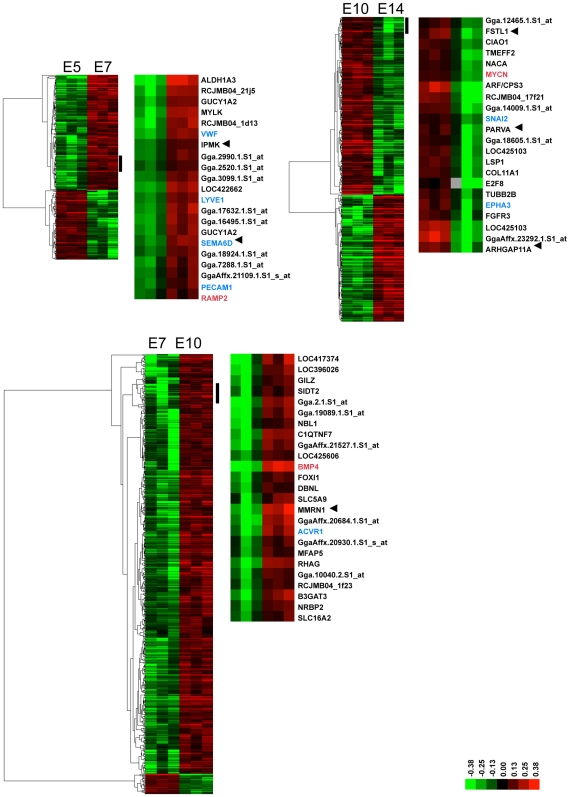
Co-expression of established and potential regulators of angiogenesis during CAM maturation. Cluster analysis of expression values of all probe sets representing significantly regulated genes between indicated periods. For each indicated period, the left cluster shows all probe sets, the right shows the transcripts of the node indicated by a black bar. The nodes correspond to transcripts co-expressed with genes known to control vascular morphogenesis (gene symbol in red). In blue are co-expressed genes with established function in the same process (e.g. lymphangiogenesis: RAMP2 and LYVE1), which physically interact (BMP4 and ACVR1) or which participate in the same signaling chain (MYCN, SNAI2). Arrows indicate genes enriched in endothelial cells (data from Supplementary table S3).

To obtain general information about biological processes enriched or activated between E5 and E7, we submitted all genes regulated during this to the DAVID database. DAVID associates Gene Ontology terms with a set of genes and calculates enrichment compared to the rest of the genome. 

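The integrin ITGA1, a collagen receptor, rose from 72.2 ± 10.6 at E5 to 269.9 ± 86.6 at E7 (n = 3 CAMs per stage, log2 fold change 1.85, SE 0.34, adjusted p = 0.012), and ITGA6, part of laminin receptors, from 152 ± 9.73 to 379 ± 82.5 (1.30, SE 0.29, adjusted p = 0.0423). The cadherin CDH8 rose from 54.1 ± 22.5 to 199 ± 47.8 (1.95, SE 0.34, adjusted p = 0.00981) and NELL2, a secreted glycoprotein, from 123 ± 30.7 to 497 ± 169 (1.98, SE 0.36, adjusted p = 0.0119). Of 40 measured genes of cell adhesion 9 rose and 31 did not pass, and over the list alone 9 rose and 1 fell. The 9 also include RELN, LYVE1, VWF, SDC2 and COL12A1, and each of them is printed in Table S1. As a group the list lay higher at E7 (adjusted p = 1.45e-05), and with an estimated correlation its adjusted p = 0.079. The ITGA6 call was lost without E5 replicate 1 (adjusted p = 0.136) or any other array but E7 replicate 3, after equalizing medians (0.0632) and with eBayes without trend (0.107). The ITGA1 call was lost without E5 replicate 2 (adjusted p = 0.0597) or replicate 1, and that of NELL2 without E5 replicate 1 (adjusted p = 0.0653).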

Cell adhesion was found to be the predominant process, which associates 8 critical genes including ITGA1, ITGA6, RELN and LYVE1 (extracellular link domain containing 1) (Supplementary figure S2). Cell-matrix interactions are of fundamental importance during vascular development (for review see [28], [29]). These results suggest that the early developing CAM is especially active in regard to matrix remodeling and adhesion.

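Of 25 measured basement membrane genes, each read by 1 probe set in this list, 4 rose from E5 to E7 and 1 fell (n = 3 CAMs per stage). LAMB2, a laminin chain, rose from 5.17 ± 2.52 to 34.5 ± 17.4 (log2 fold change 2.71, SE 0.52, adjusted p = 0.0175), next to COL4A1, COL4A2 and the metalloproteinase inhibitor TIMP3. AGRN, a heparan sulfate proteoglycan, was the member that fell (-1.23, adjusted p = 0.0497). COL4A5 did not pass in the probe set of the list (-0.78, adjusted p = 0.178) but fell in another. Over the list alone 6 rose and 1 fell, and the group gave an adjusted p = 0.000392, with an adjusted p = 0.201 with an estimated correlation. Of 41 measured genes of the interstitial matrix 3 rose, MGP, MFAP5 and the fibril-associated collagen COL12A1, which went from 180.1 ± 37.2 to 448 ± 119 (1.30, SE 0.22, adjusted p = 0.00813). That list had an adjusted p = 1.37e-06, and an adjusted p = 0.267 with an estimated correlation. The LAMB2 call was lost without E5 replicate 1 (adjusted p = 0.0735) or E7 replicates 1 or 2, with an offset of 16 (0.0846), with signals under 20 set to 20 (0.328) and with the 6 arrays of E5 and E7 alone (0.214). From the adhesion and matrix genes higher at E7 the paper proposes that the early CAM is especially active in matrix remodeling and adhesion.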

### Intermediate (E7 to E10) and late growth phase (E10 to E14)

Between E7 and E10, the CAM vasculature undergoes active remodeling associated with a high index of EC proliferation [19], [20]. This is reflected by the fact that very few genes were downregulated during that period (Table 2 and Supplementary table S1).

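The genes that fell from E7 to E10 (n = 3 CAMs per stage) include GATA4 and GATA5, transcription factors of heart and endoderm, at -3.27 (SE 0.62, adjusted p = 0.00926) and -1.26 (SE 0.23, adjusted p = 0.00669) on the log2 scale. The somatostatin gene SST1 fell from 194 ± 98.9 to 12.6 ± 10.9 (-5.06, SE 1.16, adjusted p = 0.0243) and KIF5C, a kinesin of neurons, from 60.1 ± 35.7 to 3.42 ± 0.58 (-4.00, SE 0.83, adjusted p = 0.0142). VCAM1, a leukocyte adhesion molecule, also fell (-1.47, adjusted p = 0.00405). Of 48 measured mitosis genes 4 fell and 44 did not pass, and 6 fell when adjusted over the list alone. CENPE, a kinetochore motor, went from 245 ± 70.6 to 56.3 ± 15.0 (-2.11, SE 0.40, adjusted p = 0.00852). The mitosis list had a median log2 fold change of -0.56 over these days (adjusted p = 5e-14), and an adjusted p = 0.079 with an estimated correlation. Likewise, 43 measured genes of DNA replication had a median of -0.40 (adjusted p = 6.49e-06, and adjusted p = 0.194 with an estimated correlation).

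The SST1 call was lost without E7 replicate 1 (adjusted p = 0.0742) or E7 replicate 2, and with the 6 arrays of E7 and E10 alone, as was that of GATA4 (0.0656 and 0.0645). The paper takes from earlier work that the CAM vasculature is actively remodeled from E7 to E10, and states that the small number of genes lower at E10 reflects it.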

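EPAS1 signals were 590.2 ± 210 at E5, 864 ± 437 at E7, 2084 ± 139 at E10 and 796 ± 243 at E14 (n = 3 CAMs per stage). The rise from E7 to E10 had a log2 fold change of 1.41 (SE 0.36, adjusted p = 0.0412) and the fall from E10 to E14 one of -1.43 (SE 0.36, adjusted p = 0.0441), while E5 to E7 gave 0.48 (SE 0.36, adjusted p = 0.505). A brighter EPAS1 probe set, with 2741 ± 184 at E7, 3217 ± 561 at E10 and 2914 ± 189 at E14, was called in neither step (0.22, SE 0.19, adjusted p = 0.537, and -0.13, SE 0.19, adjusted p = 0.751). Among 27 measured genes of hypoxia and glycolysis, several of them targets of hypoxia-inducible factors, the median log2 fold change was 0.05 from E7 to E10 (adjusted p = 0.738) and 0.23 from E10 to E14 (adjusted p = 0.0683). The rise was not called without E10 replicate 3 (adjusted p = 0.119), any other E10 array or E7 replicates 1 or 3, and the fall not without E10 replicate 2 (adjusted p = 0.145), any other E10 array or E14 replicates 1 or 3. Both were lost after equalizing medians (0.0747 and 0.0687) and with eBayes without trend (0.0864 and 0.0969), and the rise also with the 6 arrays of E7 and E10 alone (0.0609). Without E10 replicate 1 the hypoxia list passed from E10 to E14 (adjusted p = 0.0385).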

EPAS1 (hypoxia-inducible factor 2α) was significantly regulated throughout the development and peaked around E10: 2.41-fold up from E7 to E10 (qPCR: 2.65-fold), 0.38-fold down from E10 to E14 (qPCR: 0.18-fold). Another essential angiogenesis modulator, CYR61, declined together with EPAS1 from E10 to E14: 0.49-fold (qPCR: 0.51-fold).

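CYR61, a matricellular CCN protein, fell from 533 ± 49.1 at E10 to 259 ± 72.5 at E14 (n = 3 CAMs per stage, log2 fold change -1.08, SE 0.22, adjusted p = 0.0187). From E7, at 333 ± 26.8, to E10 its log2 fold change was 0.67 (SE 0.22, adjusted p = 0.102), and from E5 to E7 it was 0.20 (SE 0.22, adjusted p = 0.67). In a list of angiogenic ligands and receptors, 36 of them measured, CYR61 and the growth factor MDK fell from E10 to E14 and FIGF rose, and the list as a whole gave an adjusted p = 0.268. The fall of CYR61 was lost without E10 replicate 2 (adjusted p = 0.0839), E10 replicate 1 or E14 replicate 1, with the 6 arrays of E10 and E14 alone (0.0527) and with SAM on log2 signals. The list passed without E10 replicate 3 (adjusted p = 0.034).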

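The growth factor gene FIGF stood at 75.0 ± 28.8 at E10, below its level at E7 (n = 3 CAMs per stage, log2 fold change -2.17, SE 0.31, adjusted p = 0.00161). It then rose to 556 ± 183 at E14 (2.91, SE 0.31, adjusted p = 0.000154). Both changes passed with each of the E7, E10 and E14 arrays left out in turn. TF, the iron carrier transferrin, followed the same course in 2 probe sets, with -1.80 (SE 0.28, adjusted p = 0.00276) and then 1.89 (SE 0.28, adjusted p = 0.00212) in the first.

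**Figure D2:**
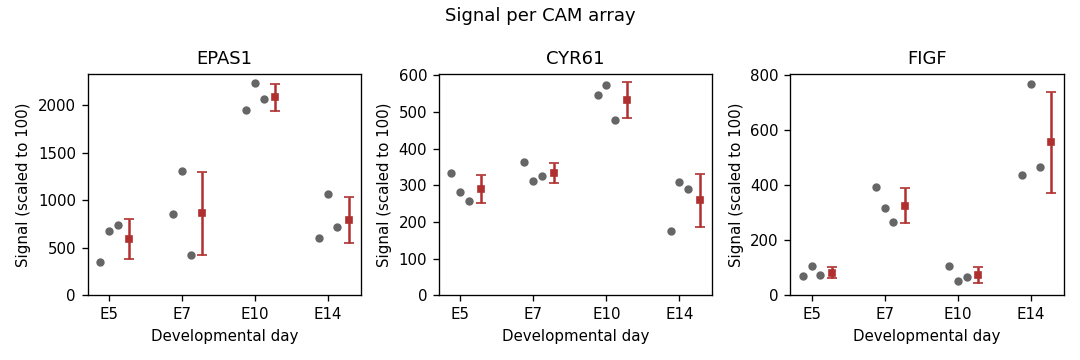
Signals of EPAS1, CYR61 and FIGF in each of the 3 CAMs at E5, E7, E10 and E14 (points), with the mean and SD of each stage (red). EPAS1, in the dimmer of its probe sets, is highest at E10, where FIGF lies below E7 and E14 and overlaps E5.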

Interestingly, FIGF (encoding vascular endothelial growth factor D) showed two peaks of regulation (3.92-fold up from E5 to E7, down 0.23-fold from E7 to E10 and up 7.42-fold again from E10 to E14; Table 3). The most strongly downregulated gene (0.01-fold) during that period was COL4A2, the gene encoding the precursor for the angiogenesis inhibitor canstatin.

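In the probe set of Table 2 COL4A2 fell to 5.17 ± 3.03 at E10 (n = 3 CAMs per stage, log2 fold change from E7 -6.64, SE 1.18, adjusted p = 0.00614), with E10 signals of 1.71, 6.45 and 7.35. From E10 to E14 this probe set rose to 462 ± 163 (6.68, SE 1.18, adjusted p = 0.00784). In the 5 other tested COL4A2 probe sets the log2 fold changes from E7 to E10 ran from 0.24 to 1.98, with a median of 0.58. The brightest of them had 2479 ± 359 at E10. The 1 that rose went from 82.9 ± 47.7 to 312 ± 144 (1.98, SE 0.51, adjusted p = 0.0412), a call lost without E10 replicate 3 (adjusted p = 0.18), any other E10 array or E7 replicates 2 or 3, after equalizing medians (0.0535) and with eBayes without trend (0.0762).

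**Figure D3:**
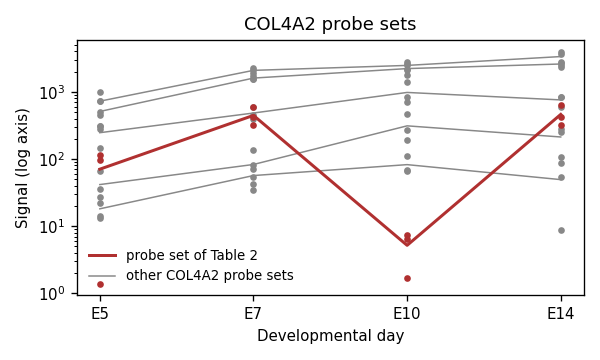
Signals of the 6 tested COL4A2 probe sets in each array (points) and their stage means (lines) on a log axis. The mean of the probe set of Table 2 (red) drops at E10, where those of the other 5 do not.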

BMP4 was one of the highest upregulated genes between E7 and E10 and co-regulates with the gene encoding its high affinity receptor, ACVR1 (activin A receptor, type I). In this cluster was also an EC-expressed gene, MMRN1 (multimerin 1), which encodes a large protein with a similar structure to von Willebrand factor [30].

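BMP4, a morphogen of the TGF-β family, rose from 13.7 ± 10.6 at E7 to 115 ± 14.3 at E10 (n = 3 CAMs per stage, log2 fold change 3.40, SE 0.53, adjusted p = 0.0029). ACVR1, a type I receptor for such ligands, rose from 24.3 ± 13.2 to 81.1 ± 14.2 (1.92, SE 0.49, adjusted p = 0.0402). With stage means subtracted, their correlation over the 12 arrays was r = 0.559 (permutation p = 0.512, adjusted p = 0.597 over the relations tested, Spearman 0.322, permutation p = 0.458). It was -0.0758 without the 2 arrays where stage-corrected BMP4 lay farthest from its median. The subtraction takes out the rise from E7 to E10 that both genes share, which is part of the paper's cluster. The ACVR1 call was lost without E10 replicate 3 (adjusted p = 0.144), any other E10 array or E7 replicate 2. It was also lost with no filter (0.0618), after quantile normalization (0.0534) or equalizing medians (0.0515) and with the 6 arrays of E7 and E10 alone (0.0913).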

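MMRN1 rose from 14.5 ± 8.98 at E7 to 67.9 ± 15.2 at E10 (n = 3 CAMs per stage, log2 fold change 2.51, SE 0.58, adjusted p = 0.0262). In the endothelial list 3 further genes rose over these days, the transcription factor SOX7 from 224 ± 28.9 to 513 ± 51.7 (1.20, SE 0.21, adjusted p = 0.00538), the transcriptional cofactor LDB2 (1.31, SE 0.25, adjusted p = 0.00868) and SHE (1.29, SE 0.27, adjusted p = 0.0155). The other 24 measured members did not pass, and the list gave an adjusted p = 0.00202, with an adjusted p = 0.431 with an estimated correlation and an adjusted p = 0.134 without E10 replicate 3 or 0.0582 without E7 replicate 2. Beside BMP4, the stage-corrected correlation of MMRN1 was r = 0.713 (permutation p = 0.171, adjusted p = 0.313, Spearman 0.531, permutation p = 0.157), with the rise from E7 to E10 that both share taken out. It was 0.178 without the 2 arrays where BMP4, so corrected, lay farthest from its median. The MMRN1 call was lost without E10 replicate 3 (adjusted p = 0.113), any other E10 array or E7 replicate 2 and with the 6 arrays of E7 and E10 alone (0.0855). Without E10 replicate 3 the calls of LDB2 (adjusted p = 0.0542) and SHE (adjusted p = 0.0863) were lost, the latter also without E7 replicate 2.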

Interestingly, the Gene Ontology analysis found enrichment of genes with known roles in morphogenesis and vascular development (1.99-times) amongst the genes upregulated during the period from E7 to E10. 

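Of 36 measured genes of BMP and TGF-β signaling 4 rose from E7 to E10 and 1 fell (n = 3 CAMs per stage). Next to BMP4 these were MSX1, a homeobox gene induced by BMPs, from 303 ± 91.7 to 1136 ± 129 (log2 fold change 1.94, SE 0.32, adjusted p = 0.00432), the BMP target ID3 from 594 ± 126 to 2071 ± 716 (1.77, SE 0.33, adjusted p = 0.00842) and TGFB1 from 33.4 ± 23.4 to 153 ± 20.0 (2.42, SE 0.49, adjusted p = 0.0136). BMP5 fell (-1.38, adjusted p = 0.0392). Adjusted over the list alone, 5 rose and 1 fell. The list as a group passed (adjusted p = 0.00772), but not with an estimated correlation (adjusted p = 0.0845). Of 16 measured genes of arterial and Notch signaling NOTCH2 (1.09, SE 0.25, adjusted p = 0.0237) and UNC5B rose, with an adjusted p = 0.049 for the list and an adjusted p = 0.4 with an estimated correlation. That list's call was also lost without E7 replicate 1 (adjusted p = 0.0622), E7 replicate 2 (adjusted p = 0.325) or E10 replicate 3 (adjusted p = 0.288), that of TGFB1 without E10 replicate 3 (adjusted p = 0.0656) or replicate 1, and that of ID3 without E10 replicate 1 (adjusted p = 0.0513). NOTCH2 was not called without E10 replicate 3 (adjusted p = 0.117), E10 replicate 1 or E7 replicates 1 or 2, with eBayes without trend (0.0558) or with the 6 arrays of E7 and E10 alone (0.0512), and its list not after quantile normalization (0.0501). From the enriched terms the paper reads roles in morphogenesis and vascular development among the genes higher at E10, and proposes a link to an increasingly complex vasculature.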

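SMO, the signal transducer of the hedgehog pathway, rose from 113 ± 12.7 at E7 to 302 ± 20.7 at E10 (n = 3 CAMs per stage, log2 fold change 1.42, SE 0.21, adjusted p = 0.00191). HOXA3, a homeobox gene of anterior patterning, rose from 122 ± 3.85 to 315 ± 70.7 (1.35, SE 0.25, adjusted p = 0.00868). Of 28 measured homeobox and related patterning genes 2 rose and 2 fell, and the list gave an adjusted p = 0.828. In hedgehog and Wnt signaling 3 of 32 measured genes rose and 1 fell. Next to SMO, WNT4 rose from 24.4 ± 3.22 to 116 ± 45.6 (2.18, SE 0.45, adjusted p = 0.0142), a call lost without E10 replicate 1 (adjusted p = 0.098) or replicate 2, and the list as a whole gave an adjusted p = 0.942.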

Again, this includes BMP4 and ACVR1, together with SMO, HOXA3 and other morphogens (Supplementary figure S2). This is likely correlated with an increasing complexity of the CAM vasculature associated with increasing differentiation of specific cell populations. Between E10 and E14, a reduction of MYCN is observed, together with its target gene SNAI2. 

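The transcription factor MYCN fell from 295 ± 8.14 at E10 to 134.5 ± 48.9 at E14 (n = 3 CAMs per stage, log2 fold change -1.19, SE 0.27, adjusted p = 0.0283). SNAI2, a zinc finger factor of epithelial-mesenchymal transition, fell from 736 ± 59.0 to 359 ± 139 (-1.11, SE 0.28, adjusted p = 0.0447). Each call was lost without any 1 of the E10 arrays or of E14 replicates 2 and 3. The highest adjusted p was 0.107 for MYCN, without E10 replicate 2, and 0.123 for SNAI2, without E10 replicate 1. Both were lost with eBayes without trend (0.056 and 0.0942) and with the 6 arrays of E10 and E14 alone (0.0505 and 0.0628), and SNAI2 also with no filter (0.0525), after equalizing medians (0.0685) and with SAM on log2 signals.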

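TWIST1, a basic helix-loop-helix factor of mesenchyme, fell from 268 ± 18.4 at E10 to 118 ± 18.6 at E14 (n = 3 CAMs per stage, log2 fold change -1.19, SE 0.25, adjusted p = 0.0192). The call was lost without E10 replicate 2 (adjusted p = 0.0861), either of the other E10 arrays or E14 replicate 3.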

Not present in the Cluster, but also downregulated during this period was TWIST1 (0.46-fold). These three genes are functionally linked and are essential for normal blood (and lymphatic) vessel formation in *Xenopus laevis* [31]. 

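Of 48 measured mitosis genes 13 fell from E10 to E14 and 35 did not pass (n = 3 CAMs per stage), and 14 fell when adjusted over the list alone. The kinetochore gene NUF2 went from 477 ± 106 to 123 ± 95.6 (log2 fold change -2.20, SE 0.37, adjusted p = 0.00554), the kinesin KIF20A from 229 ± 55.1 to 86.3 ± 14.4 (-1.40, SE 0.24, adjusted p = 0.00717) and the mitotic kinase AURKB fell by 1.32 (adjusted p = 0.00489). As a group the list fell further than other genes (median log2 fold change -0.83, adjusted p = 1.54e-18), and gave an adjusted p = 0.058 with an estimated correlation. Of 43 measured genes of DNA replication 5 fell, 9 when adjusted over the list alone, such as the helicase subunit MCM6 from 433 ± 44.7 to 165 ± 5.20 (-1.38, SE 0.23, adjusted p = 0.00546) and the histone chaperone NASP from 995 ± 71.7 to 424 ± 31.1 (-1.23, SE 0.17, adjusted p = 0.00156). The replication list had an adjusted p = 2.5e-12, and an adjusted p = 0.058 with an estimated correlation. Each of the mitosis and replication genes that fell is printed in Table S1. The actin 3' to 5' ratios of the E14 arrays lay above those of the E10 arrays, as did, by less, those of GAPDH.

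**Figure D4:**
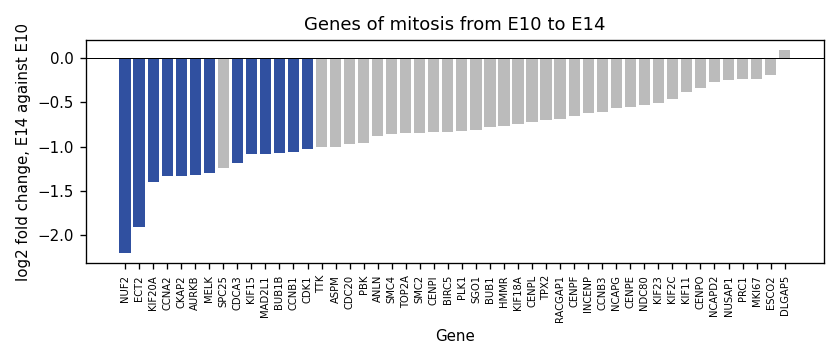
Log2 fold change from E10 to E14 of each of the 48 measured mitosis genes, with those that fell in blue and the others in gray. All but DLGAP5 lie under 0.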

Gene ontology analysis performed on the genes downregulated from E10 to E14, identified “mitosis” as the most enriched biological process. 

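The cyclin CCNA2 fell from 661 ± 52.7 at E10 to 264.5 ± 45.6 at E14 (n = 3 CAMs per stage, log2 fold change -1.33, SE 0.19, adjusted p = 0.00208). MAD2L1, which encodes the spindle checkpoint protein MAD2, fell from 867 ± 142 to 411 ± 72.2 (-1.08, SE 0.23, adjusted p = 0.0192). The cyclin probe set that Table S1 names CCNB2 is annotated as CCNB1, and fell from 1735 ± 185 to 859 ± 266 (-1.06, SE 0.27, adjusted p = 0.0443). From E5 to E14 42 of the 48 measured mitosis genes fell. The CCNB1 call was lost without E10 replicate 2 (adjusted p = 0.157), either of the other E10 arrays or E14 replicates 2 or 3, and the MAD2L1 call without E10 replicate 2 (adjusted p = 0.0953), E10 replicate 1 or E14 replicate 3. With eBayes without trend both were lost (0.0971 and 0.0563), and CCNB1 also with no filter (0.0531), after equalizing medians (0.0839), with the 6 arrays of E10 and E14 alone (0.0538) and with SAM on log2 signals. From the fall of proliferation genes the paper concludes that the CAM has entered a more quiescent stage by E14.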

Numerous genes essential for coordinated cell proliferation including CCNA2, CCNB2 and MAD2 are downregulated during this phase, confirming that the CAM has entered a more quiescent developmental stage.

### Ortholog identification and *in silico* prediction of EC vs Non-EC expression

To focus on genes, which may have conserved function between vertebrates, we next applied three algorithms to identify human orthologs of chicken genes. All genes significantly regulated at any stage of CAM development were analyzed by an automated ortholog screen. This procedure led to a more precise identification of previously unannotated or poorly annotated chicken genes. At the time of analysis (March 2009), our method assigned a high quality prediction for about 77.55% of the regulated genes (Supplementary table S2).

The CAM is a highly vascularized tissue and mainly contains capillaries and larger vessels. ECs therefore constitute their main cellular component, but epithelial cells and other stromal cells (e.g. unclassified macrophages) are also present. We determined whether any given ortholog regulated during CAM maturation had preferential expression in endothelial cells compared to non-endothelial cells using a recently published *in silico* method, which compares sequence of any given gene to two pools of EST cDNA libraries, endothelial ESTs and non-endothelial ESTs, followed by an FDR-based approach [32]. This analysis assigned EC-enrichment of more than two-fold to 178 unique transcripts. Amongst the most EC-specific genes were 35 transcripts with absolute EC-specificity (e.g. no EST clones isolated from non-endothelial cells have been reported), including JAM2, SOX7, SOX17, HEY1, SEMA6D and UNC5B (Table 4 and Supplementary table S3). Note that genes encoding proteins already used as endothelial markers are identified using this approach and display very high EC-enrichment ratios (VWF: no non-EC clones found; PECAM1: 179-fold enrichment). Accordingly, we found 297 unique transcripts in the Non-EC pool, including MDK, CALR and COL4A2 (Supplementary table S4).

**Table 4:** Endothelial enrichment of putative human orthologs of CAM genes.

Significant regulation period	Gene	Human product	EC-specific expression (q-value)	EC/Non-EC ratio
**Up E10 to E14**	**JAM2**	**junctional adhesion molecule 2**	**0**	**—**
Up E7 to E10	MMRN1	multimerin 1	0	—
**Up E7 to E10**	**SOX7**	**SRY (sex determining region Y)-box 7**	**0**	**—**
Up E5 to E7	VWF	von Willebrand factor	0	—
Up E5 to E7	HEY1	hairy/enhancer-of-split related with YRPW motif 1	0.01	—
Up E5 to E7	C8orf4	chromosome 8 open reading frame 4	0.1	—
Up E10 to E14	GPR137B	G protein-coupled receptor 137B	0.1	—
Up E5 to E7	SOX17	SRY (sex determining region Y)-box 17	0.1	—
Down E7 to E10	CENPL	centromere protein L	0.29	—
Down E10 to E14	DISP1	dispatched homolog 1 (Drosophila)	0.29	—
Down E10 to E14	DTL	denticleless homolog (Drosophila)	0.29	—
Up E7 to E10	MXD1	MAX dimerization protein 1	0.29	—
**Up E5 to E7**	**PDE3A**	**phosphodiesterase 3A, cGMP-inhibited**	**0.29**	**—**
Up E5 to E7	SEMA6D	sema domain, transmembrane domain (TM), and cytoplasmic domain, (semaphorin) 6D	0.29	—
Up E7 to E10	SHE	Src homology 2 domain containing E	0.29	—
Up E7 to E10	UNC5B	unc-5 homolog B (C. elegans)	0.29	—
Down E10 to E14	A2M	alpha-2-macroglobulin	0	208.91
**Up E5 to E7**	**PECAM1**	**platelet/endothelial cell adhesion molecule**	**0**	**179.00**
Up E7 to E10	ARSJ	arylsulfatase family, member J	0.01	23.00
Up E10 to E14	RGS4	regulator of G-protein signaling 4	0	20.23
Up E5 to E7	EMP1	epithelial membrane protein 1	0	19.87
**Up E7 to E10**	**PRCP**	**prolylcarboxypeptidase (angiotensinase C)**	**0**	**17.52**
Up E7 to E10	EFEMP1	EGF-containing fibulin-like extracellular matrix protein 1	0	15.91
Down E5 to E7	TTK	TTK protein kinase	0.12	13.71
**Down E5 to E7**	**PODXL**	**podocalyxin-like**	**0**	**13.14**
Down E10 to E14	WDSOF1	WD repeats and SOF1 domain containing	0.01	12.87
**Up E7 to E10**	**PTRF**	**polymerase I and transcript release factor**	**0**	**12.65**
**Up E7 to E10**	**LDB2**	**LIM domain binding 2**	**0**	**8.68**
Up E5 to E7	ITGA6	integrin, alpha 6	0.01	6.95
**Down E10 to E14**	**PARVB**	**parvin, beta**	**0.05**	**6.66**
Up E7 to E10	MYC	v-myc myelocytomatosis viral oncogene homolog (avian)	0.03	6.08
**Down E10 to E14**	**CYR61**	**cysteine-rich, angiogenic inducer, 61**	**0**	**6.01**
Up E7 to E10	TSPAN7	tetraspanin 7	0.18	5.86

A selection of CAM development genes with high EC-enrichment (>5). Not that numerous genes (including JAM2, SOX7, VWF, PECAM1 and UNC5B) had absolute EC specificity (zero non-EC EST assignments). Genes with validated EC expression by *in situ* hybridization are marked in bold (complete list of EC-enriched genes are in Supplementary table S3).

### *In situ* hybridization

Endothelial expression of selected genes was further validated by *in situ* hybridization in the developing CAM at different stages (Fig. 3 A–E). Expression of CYR61 was found in CAM ECs of larger conduct vessels, staining of capillaries was less pronounced. This was also confirmed in sections of E4 chicken embryos, where strong CYR61 signal was present in ECs of larger blood vessels (data not shown). RAMP2 and EPAS1 showed intense expression in ECs of the capillary layer and also in feeder vessels. SOX7 transcripts were detected in ECs of E7 CAM and E4 chick embryonic vessels (Fig. 3 F). DAG1 (encoding dystroglycan) was strongly expressed in epithelial cells adjacent to the capillary network, but not in ECs, even though it has been shown that dystroglycan can be produced by ECs and plays distinct roles in angiogenesis [33].

**Figure 3:**
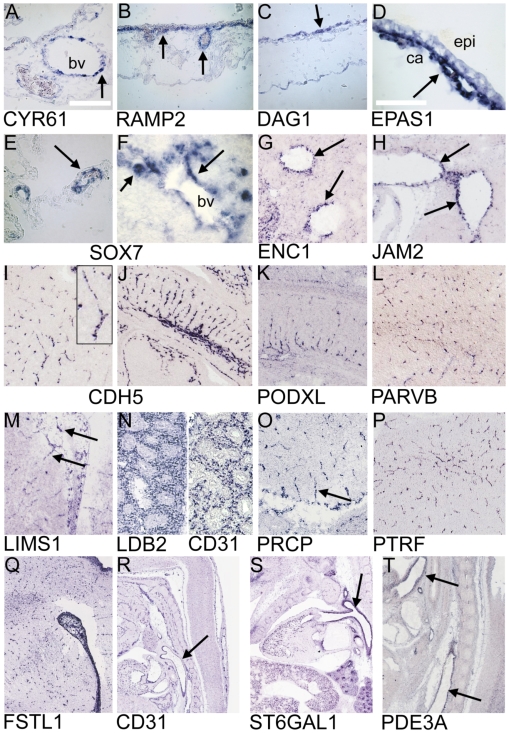
*In situ* hybridization of CAM development genes. A–F) Specific expression of indicated genes in the chick embryo (CAM: A–E; E4 embryo: F). CYR61, RAMP2, EPAS1 and SOX7 are expressed by ECs of the CAM (arrows). C) DAG1 is strongly expressed in epithelial cells adjacent to the capillary network of the CAM (arrow). F) SOX7 transcripts were also found in E4 embryonic vessels (arrows); (epi = Epithelium, ca = capillary network, bv = blood vessel. A–C: scale bar = 100 µm, D–F, scale bar = 50 µm; A+C: E7, B: E10; D: E10). G–T) Blood vessels of different origin positive for indicated transcripts in mouse E14.5 embryos (sagittal sections). G) ENC1 marks liver blood vessels (arrows) and JAM2 labels inferior vena cava (arrows, H). Highly endothelial-specific CDH5 (VE-Cadherin) and PECAM1 (CD31) served as positive controls to demonstrate morphological appearances of micro- and macrovascular structures. Insert in I shows a typical brain capillary at higher magnification. PARVB, LIMS1, PRCP, PTRF, FSTL1 were found in capillaries in brain parenchyma (L, M, O, P, Q), with a pattern comparable to CDH5 (I). LDB2 exhibits a staining similar to CD31 in lung (N), and PODXL probes label tongue capillaries (K). ST6GAL1 and PDE3A strongly mark large blood vessels, such as the aorta (arrows), comparable to the known marker PECAM1 (CD31). All images were taken at digital zoom levels, which best demonstrated vascular patterns (www.genepaint.org).

ENC1 marks liver blood vessels (arrows). JAM2 labels aortic trunk (not shown) and inferior vena cava (arrows, H). PARVB, LIMS1, PRCP, PTRF and FSTL1 were found in capillaries in brain parenchyma, with a similar pattern as CDH5. LDB2 exhibits a staining similar to CD31 in lung and PODXL probes label tongue capillaries. ST6GAL1 and PDE3A strongly mark large blood vessels, such as the aorta (arrows).

### Conserved gene expression between CAM and human organs

Transcripts regulated during CAM maturation were compared to sets of genes overexpressed in human tissues. The developing CAM shared the highest number of genes with placenta (9.44%; 1.63-fold over the mean percentage of all organs together), followed by the lung (8.05%, 1.39-fold) and the highly vascularized thyroid (7.42%; 1.28-fold) (Table 5). All other organs had lower ratios, with the skin being the organ with fewest common genes (3.82%). We then determined to which extent EC-enriched genes regulated during CAM development where also enriched in human organs. Here again, placenta contained the highest number of shared genes (28%; 1.54-fold over mean enrichment), followed by the thyroid (26%, 1.44-fold) and the lung (20%; 1.13-fold). Skin and kidney were the organs with lowest similarity to the CAM (12% each). PECAM1, the gene encoding for the pan-endothelial marker CD31, was found in all organs, except liver, pancreas and kidney. PTPRF (protein tyrosine phosphatase, receptor type, F) also seems to have broad endothelial expression, since it is expressed in placenta, thyroid, lung, liver and brain (Supplementary figure S3 A).

**Table 5:** CAM development genes overexpressed in human organs.

Organ	Enriched unique transcripts	Shared with unique transcripts from CAM	%	Fold over Mean	Shared with unique EC-specific transcripts from CAM	%	Fold over Mean
**Placenta**	**1250**	**118**	**9.44**	**1.63**	**33**	**28**	**1.54**
**Lung**	**1702**	**137**	**8.05**	**1.39**	**28**	**20**	**1.13**
**Thyroid**	**1443**	**107**	**7.42**	**1.28**	**28**	**26**	**1.44**
Kidney	906	50	5.52	0.95	6	12	0.66
Pancreas	943	46	4.88	0.84	8	17	0.96
Blood	1862	83	4.46	0.77	14	17	0.93
Brain	1364	60	4.40	0.76	9	15	0.83
Liver	1725	70	4.06	0.70	11	16	0.87
Skin	889	34	3.82	0.66	4	12	0.65
**Mean**			**5.78**			**18**	

Comparison of human ortholog genes regulated during CAM development with genes overexpressed in indicated tissues. The highest percentage of common genes is found in organs functionally related to the CAM such as placenta and lung, but also in the highly vascularized thyroid. When only EC-enriched CAM genes were compared to the genes common between CAM and indicated organs, up to 28% of the genes were in common (for a list of these genes, see Supplementary figure S3).

CAM/Placenta and CAM/Lung-enriched genes showed a high degree of overlap with 63 shared genes (Supplementary figure S3 B). This set of genes expressed in organs with oxygen-delivering function contains critical factors such as CYR61, EPAS1, HES1, HEY1, ID3, KLF2, SOX7, RAMP2 and TFEB, which are known to play pivotal roles in vascular remodeling and morphogenesis. More than half (57%) of the genes shared between CAM and placenta and lung were also enriched in the thyroid (Supplementary figure S3 B). Interestingly, this set of genes also contained the previously described endothelium-enriched gene GPR116 (G protein-coupled receptor 116) [11] and C8orf4 (Thyroid cancer protein 1), which may play a role in thyroid cancer progression [34].

### Overexpression of EC-specific genes in human malignancies

Genes with distinct functions in physiological angiogenesis are often deregulated in pathologies such as cancer and may play pivotal roles, thereby representing new therapeutic targets [35]. Using the Oncomine database [36], we determined the expression status of EC-enriched genes regulated during CAM development in four different cancer types which depend heavily on angiogenesis and which are to a certain degree sensitive to anti-angiogenic therapy. A large number of these genes were deregulated, up to 66% in glioblastoma, 34% in lung adenocarcinoma, 27% in colon carcinoma and 21% in renal cell carcinoma (Figure 4 A). Importantly, PRCP, PTRF, LIMS1 and FSTL1 were expressed in the developing murine brain vasculature (see Figure 3 M, O, P, Q) and are also overexpressed in glioblastoma (Figure 4 B), suggesting a role in tumor angiogenesis. As expected, VEGF was strongly overexpressed in glioblastoma samples, whereas RGS4 (regulator of G-protein signaling 4) [37], a negative regulator of VEGF-signaling, was downregulated.

**Figure 4:**
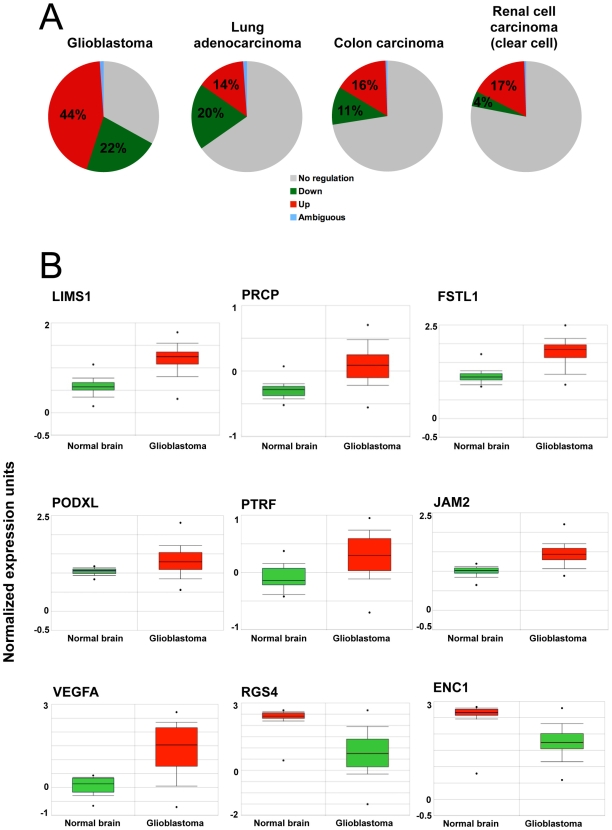
Overexpression of EC-enriched CAM genes in human cancers. A) Expression values of all genes with >2-fold EC enrichment were retrieved for glioblastoma, lung adenocarcinoma, colon carcinoma and clear cell renal carcinoma samples using Oncomine. 66% of these genes were found deregulated (over- and underexpression) in glioblastoma, 34% in lung adenocarcinoma, 27% in colon carcinoma and 21% in renal cancer, compared to normal non-malignant tissue. B) Detailed expression profiles for selected genes in glioblastoma. Red = overexpression, green = under expression; *P*<.0001 for all.

### Effects of PARVB knock down in human EC cells

We then explored functional implication of one of the CAM genes, PARVB, in the angiogenic process. We first determined efficacy of the PARVB siRNA in hCMEC/D3 endothelial cells. Target transcripts were potently reduced by more than 90% over a period up to 96h. transfected with PARVB siRNA showed profound changes in morphology as early as 3h after plating on collagen or fibronectin (Figure 5A, B). Cells transfected with non targeting siRNA (siCT) showed no morphological difference compared to untreated cells (data not shown). siPARVB cells appeared rounder and more spread-out compared to control cells. The culture dish area covered by a same number of cells was 2-fold for siPARVB (P<.0001) (Figure 5G). This phenomenon was observed after three hours, but not restricted to the initial adhesion, as siPARVB cells stayed larger over time, up to 72h (Figure 5E). The round phenotype of siPARVB cells is accompanied by a rearrangement of the actin cytoskleton as evidenced by rhodamine-phalloidin staining (Figure 5C, D). Actin fibers concentrate at the cell border and are orientated in a circular manner at the periphery.

**Figure 5:**
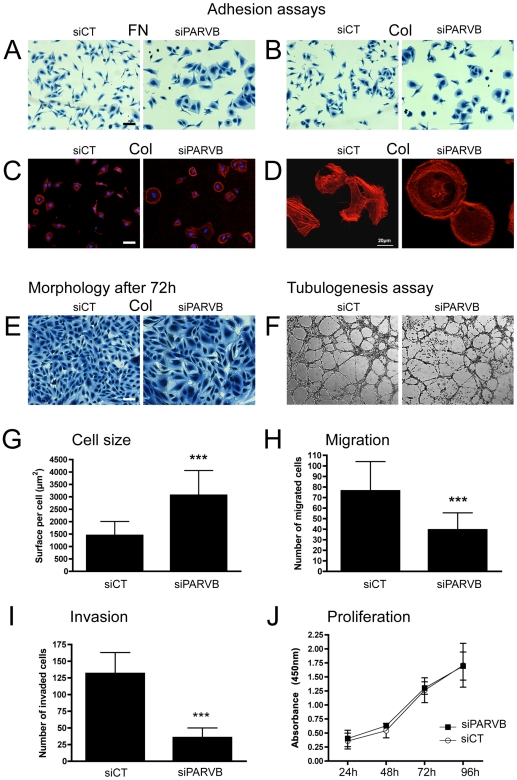
PARVB knock down in hCEMC/D3 ECs. A–E, G) Morphological changes during cell adhesion in siPARVB transfected cells. Increased cell size in the siPARVB treated cells can be observed as early as 3h after plating on fibronectin (FN; A) or collagen (COL; B), and differs significantly from control cells; G). C, D) Staining of the actin cytoskleton with rhodamine-phalloidin (20×). D) At higher magnification (D), note cytoskleton rearrangement with circular orientation and concentration of actin bundles at the cell borders. E) Altered EC morphology persists over time, up to 72h. H, I). Quantitative analysis shows that PARVB knock down leads to approximately two-fold decrease in cell migration compared to control (*P*<.0001) and 3.7-fold decrease in invasion through matrigel. J) Cell proliferation is not affected by PARVB knock down. F) Tubulogenesis is impaired by PARVB knock down. Cells stay isolated and tube-like structures are poorly organized (magnification 4×; all bars: 50µm).

We then challenged siPARVB cells in several functional tests to verify if the morphological changes affect cell motility. As seen in Figure 5H, short-term (3h) EC migration through transwell filters in response to serum was significantly reduced compared to controls (approx. 2-fold reduction). In an invasion assay, where cells have to migrate through Matrigel, a 3.7-fold reduction of siPARVB cells was evidenced (P<.0001). On the other hand, PARVB knock down had no significant effect on cell proliferation at any time point tested (Figure 5J). Endothelial cells dispersed in matrigel assemble into tube-like structures if stimulated by serum or growth factors (tubulogenesis assay). siPARVB cells had reduced ability to form tubes, with many single cells scattered in the gel which have not made contacts with other cells. Tubes themselves appeared thinner than controls (Figure 5 F).

## Discussion

In this study, we took advantage of the chick CAM as a unique vascular organ accessible for gene expression studies without any experimental manipulation of the tissue prior to mRNA isolation to identify new potential regulators of angiogenesis. Most cellular components of the CAM are either blood vessels and capillaries or epithelial cells in direct contact to capillaries. This makes the CAM an attractive model tissue to investigate gene regulation and expression throughout vascular development *in vivo*. We used cluster analysis, human ortholog screening, endothelial cell EST-to-gene assignments [32] and comparison with genes overexpressed in human tissues and tumors to focus on genes of possible relevance to human pathologies.

### Key modulators of angiogenesis are regulated during CAM maturation

It has been shown previously, that EC proliferation in the CAM peaks around day 10, then diminishes strongly [19], [20]. This active state of the endothelium is reflected by our study, with nearly 20-times more genes upregulated from E7 to E10, followed by a decrease in transcriptional activity after E10. Moreover, from E10 to E14, gene ontology analysis using DAVID [38], [39] found significant enrichment of mitosis regulators within the downregulated genes. On the other hand, from E7 to E10, genes were enriched that control blood vessel growth and morphogenesis, including BMP4, ACVR1, SMO and HOXA3. 

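In 16 probe sets the signal rose from E7 to E10 and fell from E10 to E14 (n = 3 CAMs per stage), in 10 it fell and then rose, in 18 it rose in both steps and in 6 it fell in both. Independent lists would share 7.16, 1.45, 5.93 and 1.75 probe sets, but both steps use the same E10 arrays, so part of the excess of probe sets that turned may come from these arrays. Probe sets of the same gene are also counted separately, those of DAG1 and MYO10 among the 16 and those of TF among the 10. In 50 simulations without stage effects 0 probe sets turned in either direction, a value that leaves out the effects and so gives no size for the overlap expected among changed probe sets. MARCKS, a regulator of the actin cortex, rose by 1.38 on the log2 scale (SE 0.26, adjusted p = 0.00893) and fell by 1.27 (SE 0.26, adjusted p = 0.0181). The unconventional myosin MYO10 rose by 1.81 (SE 0.28, adjusted p = 0.00284) and fell by 1.78 (SE 0.28, adjusted p = 0.00342), and the secreted protein FIBIN rose by 1.15 (SE 0.29, adjusted p = 0.0355) and fell by 3.26 (SE 0.29, adjusted p = 3.47e-05). By the size of the change alone, 1530 probe sets had a log2 fold change over 1 from E7 to E10 and 736 one under -1, a ratio of 2.08. From E10 to E14 these numbers were 954 and 1026. As changes of over 2 times in mean signal, they were 1241 and 849 (1.46) from E7 to E10, and 910 and 773 (1.18) from E10 to E14, so that the direction of the second step depends on the form of the fold. The paper states that the excess of genes higher at E10, and the decrease afterwards, reflect the active state of the endothelium.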

Interestingly, it has been suggested recently that HOXA3 expression provides positional cues during the development of the vasculature [40]. This study also validated endothelial HOXA3 protein expression, as predicted by our *in silico* analysis.

In vertebrates, vascular development is controlled by the hypoxia-inducible transcription factor EPAS1 [41], [42]. EPAS1 was significantly regulated during CAM development, reflecting the proliferation state of CAM ECs (e.g. upregulation from E7 to E10, followed by downregulation) and was strongly expressed in ECs, suggesting an active role of EPAS1 for CAM vascular development. Another gene selectively expressed in larger CAM vessels and whose regulation parallels EPAS1 from E10 to E14 is CYR61, which might have a role for vascular development in the CAM. A critical role in blood vessel development for this molecule has been demonstrated in CYR61 null mouse embryos, which are not viable because of severe vascular defects in the placenta [43].

Despite the fact that VEGF regulation did not reach significance in the SAM analysis, standard Affymetrix fold-change comparison showed a decrease of VEGF transcript levels by 50% from E10 to E14 (data not shown). This correlates well with the decrease in EC proliferation during this period.

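The VEGFA probe set had signals of 90.0 ± 11.5 at E10 and 46.6 ± 22.8 at E14 (n = 3 CAMs per stage, log2 fold change -1.09, SE 0.45, adjusted p = 0.204). From E7 to E10 its log2 fold change was 0.15 (SE 0.45, adjusted p = 0.881). KDR, the main VEGF receptor of endothelium, had 104 ± 49.3 and 91.8 ± 24.6 from E10 to E14 in its brightest probe set (-0.07, SE 0.39, adjusted p = 0.939). CDH5, the cadherin of endothelial junctions, had 1772 ± 274 and 2110 ± 630 (0.22, SE 0.24, adjusted p = 0.648). The 3 VEGFA signals at E14 (67.0, 22.0 and 50.9) lay below the 3 at E10, which is the case for 29.2% of the tested probe sets in 1 direction or the other, against 10% by chance.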

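The FIGF level at E14 also lay above that at E5 (n = 3 CAMs per stage, log2 fold change 2.71, SE 0.31, adjusted p = 1.62e-05). Among the other lymphatic genes RELN rose again from E7 to E10 (1.36, SE 0.28, adjusted p = 0.0136) and CCBE1, a secreted protein needed for VEGF-C processing, fell from 101 ± 27.1 at E10 to 29.0 ± 8.19 at E14 (-1.81, SE 0.42, adjusted p = 0.0296). The lymphatic list as a group gave an adjusted p = 0.992 from E7 to E10 and 0.684 from E10 to E14. The RELN call was lost without E10 replicate 3 (adjusted p = 0.078) or replicate 1, and the CCBE1 call without E10 replicate 3 (adjusted p = 0.107), either of the other E10 arrays or E14 replicates 2 or 3.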

FIGF, the gene for vascular endothelial growth factor D [44], exhibited a bi-phasic regulation pattern, with peaks at E7 and at E14. VEGF-D is strongly expressed in the mouse lung, promotes lymph- and hemangiogenesis, and is required for normal blood vessel formation in the zebrafish [45], [46]. It is possible that the first peak of FIGF regulation reflects initiation of lymphangiogenesis from E5 on. Noteworthy, from E5 to E7, FIGF is coregulated with its receptor FLT4. Downregulation of FIGF from E7 to E10 and then again upregulation to E14 - which is inverse to angiogenesis stimulation - suggests that VEGF-D mainly acts on the lymphatic system in the CAM or that its biological activity is controlled at the post-transcriptional level. It is known that processing of VEGF-D through cleavage occurs in the embryonic mouse lung, a step that greatly enhances its affinity for its receptors KDR and FLT4 [47]. Noteworthy, COL4A2, the precursor for the angiogenesis inhibitor canstatin [25], had the same regulation pattern as FIGF, and both genes are amongst the transcripts, which exhibit the highest fold-changes during CAM development. 

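From E10 to E14 the log2 fold changes of the other 5 COL4A2 probe sets ran from -1.22 to 0.42 with a median of -0.32 (n = 3 CAMs per stage), and their adjusted p values from 0.336 to 0.633. The probe set with the highest signal of these went from 2479 ± 359 to 3359 ± 775 (0.42, SE 0.26, adjusted p = 0.395). COL4A1 had 1126 ± 241 and 1219 ± 258 (0.11, SE 0.28, adjusted p = 0.854) in 1 probe set and a log2 fold change of -0.16 (SE 0.60, adjusted p = 0.912) in another.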

Co-expression of angiogenesis inhibitors and stimulators fits well in the concept of an angiogenic balance, where the effects of pro-angiogenic molecules are restricted by inhibitors [48].

Other critical genes, which control vascular morphogenesis, show significant regulation in our model. SDC2 (syndecan 2) knock-down in the zebrafish leads to defects in sprouting angiogenesis [49]. 

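SDC2, a heparan sulfate proteoglycan of the cell surface, rose from E5 to E7 in both of its tested probe sets, from 537 ± 108 to 1894 ± 236 (n = 3 CAMs per stage, log2 fold change 1.83, SE 0.20, adjusted p = 0.000347) and from 302 ± 59.4 to 1044 ± 414 (1.73, SE 0.30, adjusted p = 0.00923). From E7 to E10 they had 0.39 (SE 0.20, adjusted p = 0.276) and 0.98 (SE 0.30, adjusted p = 0.0769), with signals of 2487 ± 399 and 1993 ± 523 at E10. The probe set that Table S1 names SDC2 from E7 to E10 is annotated as HSPG2, the basement membrane proteoglycan perlecan, and rose from 98.3 ± 44.8 to 503 ± 216 (2.36, SE 0.36, adjusted p = 0.00274). The second SDC2 probe set passed the adjusted p without E7 replicate 1 (adjusted p = 0.035) and after quantile normalization (0.0397).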

SDC2 is upregulated until E10 during CAM development, covering thus the whole period when sprouting angiogenesis occurs. 

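UNC5B, a netrin receptor, rose from E7 to E10 in 2 probe sets, from 240 ± 32.4 to 676 ± 111 (n = 3 CAMs per stage, log2 fold change 1.49, SE 0.20, adjusted p = 0.00115) and from 257 ± 51.1 to 613 ± 147 (1.24, SE 0.32, adjusted p = 0.0418). The first call held with each E7 and E10 array left out in turn. The second was lost without E10 replicate 1 (adjusted p = 0.152), E10 replicate 3 or E7 replicates 1 or 2, after quantile normalization (0.065) or equalizing medians (0.0654) and with eBayes without trend (0.0825).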

UNC5B, also upregulated during the most active growth phase of the CAM, is expressed in ECs and its interaction with its ligand netrin-1 (encoded by NTN1) is essential for correct branching of the vasculature in mice and zebrafish [50].

### Novel genes with a functional role during vascular development

During the preparation of this manuscript, several other genes regulated between different stages of CAM maturation have been proven essential for normal vascular development in other species. In the early phase of the CAM, RSPO3 [51], [52] decreases 0.12-fold from E5 to E7, suggesting an important role of this factor at the early stages of the development of the CAM, even before E5, during the growth of the allantoic vesicle. Knockout of Rspo3 causes defects in the remodeling and establishment of placental and yolk sac vasculature in mice, leading to embryonic death around E10 [51], [52]. Speculative at this point, decreasing levels of RSP03 may reflect the switching from sprouting to intussusceptive angiogenesis in the developing CAM vasculature [21].

Krüppel-like transcription factors play important roles during development of the vascular system. 

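KLF2 stood at 574 ± 38.8 at E7 and 961 ± 417 at E14, above its E5 level of 163 ± 70.1 at either stage (n = 3 CAMs per stage, log2 fold change from E5 to E14 2.56, SE 0.32, adjusted p = 3.97e-05). Of 19 measured genes of mural cells, the pericytes and smooth muscle around vessels, 3 rose from E5 to E7, and 7 when adjusted over the list alone. Next to ACTG2 these were the pericyte potassium channel KCNJ8, from 47.2 ± 6.86 to 141 ± 34.0 (1.56, SE 0.34, adjusted p = 0.0355), and the myosin kinase MYLK, from 896 ± 343 to 2960 ± 1320 (1.67, SE 0.39, adjusted p = 0.0466). As a group they lay higher at E7 (adjusted p = 8.21e-08), and gave an adjusted p = 0.058 with an estimated correlation. DES, which encodes the mural filament protein desmin, had 20.5 ± 4.95 and 60.3 ± 49.1 (1.19, SE 0.55, adjusted p = 0.282). The KCNJ8 call was lost without E5 replicate 1 (adjusted p = 0.113), either of the other E5 arrays or E7 replicates 1 or 3, and the MYLK call without E5 replicate 2 (adjusted p = 0.149), E5 replicate 3 or E7 replicates 1 or 2. With eBayes without trend (0.0716 and 0.114) and with the 6 arrays of E5 and E7 alone (0.0502 and 0.0881) both were lost, and MYLK also after equalizing medians (0.074) and with SAM on log2 signals.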

KLF2 was upregulated between E5 and E7 of development, a period of active vascular expansion and recruitment of pericytes. KLF2 is not required for the development of a vascular plexus, but a failure in smooth muscle cell migration is observed in KLF null embryos, causing vascular defects, which lead to bleeding and lethality [18]. Interestingly, another Krüppel-like factor, KLF5 is also required for VSMCs recruitment during development and intima regeneration [53], [54].

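From E5 to E7 the KLF5 probe sets had log2 fold changes of -0.17 (SE 0.38, adjusted p = 0.854, 102 ± 36.4 and 94.4 ± 47.7) and 0.05 (SE 0.52, adjusted p = 0.971), with n = 3 CAMs per stage.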

RAMP2 was found expressed in ECs of the CAM. It is a co-receptor for adrenomedullin and is essential for developmental angiogenesis and lymphangiogenesis in mice [26], [27]. Strong and specific expression of RAMP2 in the CAM capillaries as well as larger vessels suggests a functional role of this molecule in CAM development.

SOX7 is expressed in the developing Xenopus vasculature [55] and ECs in the CAM and recent functional studies in zebrafish revealed a redundant, yet essential role for SOX7 together with the related SOX18 in vascular development [56], [57], [58].

Genes of a same functional network may be co-regulated during vascular maturation. Myc null mice die around E10.5 due to major defects in the developing vasculature [59]. 

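MYC rose from 176 ± 29.1 at E7 to 453 ± 72.0 at E10 (n = 3 CAMs per stage, log2 fold change 1.37, SE 0.28, adjusted p = 0.0131). From E10 to E14, where it had 372 ± 98.0, its log2 fold change was -0.30 (SE 0.28, adjusted p = 0.576). The rise was lost without E10 replicate 1 (adjusted p = 0.0693) or replicate 3.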

SNAI2 and TWIST1, two recently discovered downstream mediators of MYC activity on vascular development in *Xenopus laevis* [31], are downregulated together with MYC after E10 of CAM development, underlining the importance of this regulatory circuit. Interestingly, SNAI2 is strongly expressed in pericytes during chick development [60].

### CAM genes in human tissues

The CAM is the central oxygen-exchanging organ for the developing chick embryo; its function thus shares features with organs like the placenta and the lung. We therefore compared genes regulated in the CAM to sets of genes overexpressed in human tissues, including placenta and lung [61]. A set of 63 human orthologs is conserved between lung, placenta and the CAM. This set of genes contained transcription factors which control lung and/or placenta morphogenesis and vascularization such as EPAS1 [41], HEY1 [62], and other critical genes such as CYR61 and RAMP2 which also may play roles in placenta pathology [63], [64]. Interestingly, 34% of the genes shared between the CAM and the thyroid, are also found in the CAM/placenta/lung expressed genes. Even though the thyroid is functionally not related to placenta or lung, it is a highly vascularized organ and therefore may contain more EC transcripts than other tissues.

Two other transcriptomic studies of ECs isolated from mouse lungs and other tissues [5], [11] have identified numerous genes enriched in the endothelial compartment. When intersected with EC-enriched genes of the CAM transcriptome (Supplementary table S3), only very few genes are found in common (2.8% for each study). These genes are HEY1, ITGA6, PECAM1, TNFSF10 and TSPAN7 (from the Favre study [5]) and EPAS1, GPR116, PTPRM, SOX7 and TNFSF10 (from the Wallgard study [11]). When the Favre and Wallgard studies are compared, 13.7% of the reported genes are common (data not shown).

The reason for this low overlap might lie in the different methods used to isolate mRNA, and the different filters that we specifically applied. We introduced a dynamic parameter, e.g. regulation between two time points, which obviously eliminates genes that are constantly expressed by the endothelium. Also, we included only genes with human orthologs, which limits comparison with mouse genes. Last, we restricted our analysis to genes enriched in endothelial ESTs libraries. Various, complementary approaches are still needed to identify possible future candidates critical for vascular development.

### New potential regulators

The fact that a large number of essential modulators of angiogenesis participate in CAM vascular development suggests that genes previously not associated with blood vessel formation might be present in the gene signatures we have described. For example, class 3 semaphorins, such as SEMA3A and –F, which are secreted neuronal guidance proteins, are also negatively regulating blood vessel branching [65]. 

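The guidance factor SEMA3C had 189 ± 24.3 at E10 and 79.7 ± 39.3 at E14 in 1 probe set (n = 3 CAMs per stage, log2 fold change -1.40, SE 0.40, adjusted p = 0.0722), and 210.5 ± 35.7 and 103 ± 30.7 in the other (-1.06, SE 0.33, adjusted p = 0.0946). The first passed without E14 replicate 2 (adjusted p = 0.043).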

SEMA3C, which is associated with CAM vascular maturation, has not been investigated *in vivo*, although it stimulates EC proliferation and survival *in vitro* [66].

PTRF displays a high EC-enrichment (>12-fold) and is expressed in brain capillaries. It encodes a protein found in caveolae and is essential for their function [67]. Caveolae are central structural components of ECs and control cell behavior and signaling [68]. Furthermore, PTRF was found overexpressed in glioblastoma.

PARVB, encodes beta-parvin, which negatively regulates integrin-linked kinase (ILK) activity in breast cancer cells [69]. Integrin-linked kinase activity in the endothelium or in tumor cells is essential for physiological and pathological angiogenesis [70], [71], [72]. Therefore, PARVB expression in ECs suggests the existence of a negative feedback loop on integrin-linked kinase activity, which may be important during vascular development. Since no direct data exist about the role of PARVB in angiogenesis, we investigated the effects of PARVB knock down in human immortalized capillary endothelial cells [73]. PARVB depletion alters EC adhesion, migration, invasion and tubulogenesis, suggesting that Beta-parvin may play a role in modulating angiogenesis.

It seems that Beta-parvin activity needs to be tightly controlled, since overexpression of a ILK- phosphorylated COOH-terminal fragment of Beta-parvin, blocks cell spreading of CHO cells at the initial stage [74]. Another domain of Beta-parvin, which interacts with alpha-actinin, is also implicated in cell adhesion and loss/gain-of-function experiments have shown deleterious effects on cell adhesion [75]. Whether effects of PARVB knock down in ECs is a direct or indirect effect mediated by deregulated integrin-linked kinase activity remains speculative at this point. 

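PARVB fell from 412 ± 134 at E10 to 72.4 ± 22.7 at E14 (n = 3 CAMs per stage, log2 fold change -2.50, SE 0.35, adjusted p = 0.00179), and PARVA, the related focal adhesion protein, from 222 ± 30.4 to 94.8 ± 51.9 (-1.37, SE 0.32, adjusted p = 0.0317). The PARVB call held with each E10 and E14 array left out in turn, whereas that of PARVA was lost without E10 replicate 1 (adjusted p = 0.11), either of the other E10 arrays or E14 replicates 2 or 3, with eBayes without trend (0.065), with the 6 arrays of E10 and E14 alone (0.0817) and with SAM on log2 signals.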

Interestingly, both PARVA and PARVB are down-regulated during the later phase of the CAM, when the endothelium becomes quiescent, suggesting an implication of these two genes earlier in CAM angiogenesis.

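PODXL, a sialomucin, fell from 613 ± 95.8 at E5 to 255 ± 56.2 at E7 (n = 3 CAMs per stage, log2 fold change -1.28, SE 0.27, adjusted p = 0.033). The call was lost without E5 replicate 1 (adjusted p = 0.128), E5 replicate 2 or E7 replicates 2 or 3, after quantile normalization (0.0811), with eBayes without trend (0.0938) and with SAM on log2 signals. CD34, a related sialomucin, had 0.87 over these days (adjusted p = 0.143).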

Another gene with high EC-specificity is PODXL (podocalyxin-like). However, PODXL, highly homologous to CD34, seems to have redundant roles in vascular development, since Pdxl (−/−) mice show no vascular abnormalities [76]. PODXL is nonetheless significantly overexpressed in glioblastoma, suggesting a possible implication in tumor angiogenesis.

Some attractive gene candidates identified in this study are expressed elsewhere than in ECs. We found transcripts for dystroglycan (DAG1) in the chorionic epithelium, which is in close contact with the capillary network. Dystroglycan may modulate angiogenesis via interaction with the alpha chain of laminin-1, the gene product of LAMA1, which is downregulated with DAG1 from E10 to E14 [33], [77]). 

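DAG1 rose from 85.4 ± 27.9 at E7 to 624 ± 40.0 at E10 (n = 3 CAMs per stage, log2 fold change 2.92, SE 0.32, adjusted p = 0.000327) and fell to 204 ± 63.9 at E14 (-1.67, SE 0.32, adjusted p = 0.0123). LAMA1 fell from 237 ± 37.4 at E10 to 78.4 ± 11.2 at E14 (-1.60, SE 0.24, adjusted p = 0.00251). Another laminin chain, LAMA2, rose over these days from 32.6 ± 24.6 to 231 ± 104 (2.95, SE 0.50, adjusted p = 0.00548). With 2 rising and 2 falling of 25 measured, the basement membrane list gave an adjusted p = 0.527. The fall of DAG1 was lost without E10 replicate 1 (adjusted p = 0.0587) in this probe set.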

Based on our bioinformatic analysis, several genes preferentially expressed in stromal cells may play critical roles in CAM vascular maturation (see Supplementary table S4). An interesting candidate is MDK encoding for Midkine, a heparin-binding growth factor. 

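MDK fell from 2014 ± 367 at E10 to 646 ± 203 at E14 (n = 3 CAMs per stage, log2 fold change -1.68, SE 0.24, adjusted p = 0.00208). The call held with each E10 and E14 array left out in turn.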

Epithelial-expressed Midkine controls lung vascular morphogenesis via upregulation of genes critical for vascular smooth muscle cell function in a HIF-1alpha-dependent manner [13]. Stromal cells might also restrict vascular growth by producing precursor proteins for angiogenesis inhibitors. 

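CALR, a calcium-binding chaperone of the endoplasmic reticulum, rose from 318 ± 61.2 at E7 to 1498 ± 134 at E10 (n = 3 CAMs per stage, log2 fold change 2.25, SE 0.25, adjusted p = 0.000327). Before that, from E5 to E7, it had -0.67 (SE 0.25, adjusted p = 0.196), and from E10 to E14, where it had 1088 ± 335, -0.50 (SE 0.25, adjusted p = 0.277).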

We found genes encoding calreticulin (CALR) as well as collagen 4A2 (COL4A2) enriched in the stromal compartement of the CAM. Vasostatin, [78] a fragment of calreticulin and canstatin, derived from the alpha2 chain of type IV collagen [25] might negatively control vascular growth in the developing CAM and perhaps restrict excessive angiogenesis. Interestingly, COL4A2 is the most down regulated gene during CAM angiogenesis from E7 to E10, when most genes are upregulated.

Importantly, some of the CAM development genes over expressed in ECs might be markers of poor prognosis in human cancer. We found FSTL1 transcripts in brain capillaries and over expressed in glioblastoma samples. Importantly, a recent study confirmed association of FSLT1 over expression with poor prognosis in glioblastoma patients [79]. FSTL1 is down regulated after E10 in the CAM, at a time point when angiogenesis in the CAM declines. 

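FSTL1, a secreted glycoprotein, fell from 194 ± 41.3 at E10 to 70.2 ± 30.3 at E14 (n = 3 CAMs per stage, log2 fold change -1.53, SE 0.35, adjusted p = 0.0265). The call was lost without E10 replicate 2 (adjusted p = 0.108), either of the other E10 arrays or E14 replicates 2 or 3.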

FSTL1 might exert pro-angiogenic effects (survival, migration) during development and tumor angiogenesis in a similar manner as has been shown *in vitro* and in ischemic tissue [80]. 

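The peptidase PRCP had 144 ± 62.9 at E7 and 298 ± 42.2 at E10 (n = 3 CAMs per stage, log2 fold change 1.16, SE 0.35, adjusted p = 0.0762), and ENC1, an actin-binding protein, 40.2 ± 3.13 and 93.7 ± 21.9 (1.20, SE 0.41, adjusted p = 0.107). ENC1 passed with SAM on log2 signals. LIMS1, an adaptor that binds integrin-linked kinase, fell from 333 ± 39.9 at E10 to 166 ± 57.8 at E14 (-1.05, SE 0.27, adjusted p = 0.0495). That call was lost without E10 replicate 2 (adjusted p = 0.167), either of the other E10 arrays or E14 replicates 1 or 3, and under other settings, such as no filter (0.0673), equal medians (0.0687) and eBayes without trend (0.0917).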

The exact role of other vascular genes such as PRCP, LIMS1 and ENC1 in glioblastoma is not clear yet, but given their expression pattern, an implication in tumor angiogenesis is possible and merits further investigation.

Other genes, which are significantly regulated during CAM development, play also central roles in human diseases with vascular anomalies. 

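TIMP3, an inhibitor of metalloproteinases, rose from 391 ± 78.3 at E5 to 1136 ± 122 at E7 (n = 3 CAMs per stage, log2 fold change 1.55, SE 0.18, adjusted p = 0.000627), a call that held with each E5 and E7 array left out in turn. SOX18, a transcription factor of endothelium, had 226 ± 123 at E5 and 430.2 ± 95.0 at E7 (1.03, SE 0.36, adjusted p = 0.172). From E7 to E10 it had -0.07 (SE 0.36, adjusted p = 0.937) and from E10 to E14 0.03 (SE 0.36, adjusted p = 0.976). FLT4 had 564 ± 91.8 at E10 (0.67 from E7, SE 0.26, adjusted p = 0.153) and 334 ± 111 at E14 (-0.80, SE 0.26, adjusted p = 0.105), and passed from E10 to E14 without E14 replicate 1 (adjusted p = 0.0479).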

TIMP3 mutations cause Sorby's fundus dystrophy, a disease, where choroidal vessel integrity is affected; SOX18 inactivation leads to lymphedema-distichiasis syndrome, with clinical signs of edema and abnormal morphology of capillaries and arterioles and FLT4 mutations cause Nonne-Milroy lymphedema (for review see [81]).

### Conclusions

Taken together, the CAM transcriptome constitutes the first detailed *in vivo* analysis of a vascular tissue during its maturation. Our data show that the development of the vasculature in the CAM of the chick embryo involves regulation of critical genes, which have been reported to control vascular morphogenesis in far more complex tissues, such as placenta and lung and which also show deregulation in various human cancers, suggesting that these new genes are involved in human pathologies in which vascular growth and remodeling plays a central role (e.g. tumor angiogenesis).

## Materials and Methods

### Analysis of CAM development by biomicroscopy and immunhistochemistry

The evolution of the CAM vascular network was visualized from E5 to E14 by standard biomicroscopy at 10–63× magnifications. Immunhistochemistry of CAM whole mounts was performed as described previously [82]. Lymphatic endothelial cells were identified using a rabbit anti-Prox-1 antibody (ab11941, 1∶500, Abcam, Paris, France) and pericytes were visualized with a rabbit anti-desmin (clone D33, 1∶500, Dako, Treppes Cedex, France). Corresponding secondary antibodies were coupled to Alexa Fluor 546 (1∶2000, Invitrogen, Cergy Pontoise Cedex, France).

### Isolation of CAM tissue for gene profiling

The developmental stage of the embryos was determined after isolation of the CAM according to Hamburger & Hamilton (HH) [83], and only CAMs from typical embryos were used. CAMs were isolated from embryos at developmental day E5 (HH26), E7 (HH30), E10 (HH>35) and E14 (HH40), and directly snap-frozen in liquid nitrogen mRNA was isolated using RNeasy minikit (Qiagen, Courtaboeuf cedex, France) and hybridized to Affymetrix chicken GeneChips using the manufacturer's standard protocol (Affymetrix UK Ltd, High Wycombe, UK).

### Affymetrix chicken GeneChips: comparison set-up and statistical analysis

The chicken GeneChip covers 32773 transcripts corresponding to >28000 chicken genes, has a probe set oligonucleotide length of 25 and a detection sensitivity of 1∶100000 (http://www.affymetrix.com). Data were analyzed with the GCOS 1.2 software (Affymetrix), using the default analysis settings and global scaling as first normalization method, with a trimmed mean target intensity value (TGT) of each array arbitrarily set to 100.

Three individual CAMs of a same developmental stage were compared to three CAMs from a more advanced stage. The raw data set was filtered prior to further statistical analysis using the following criteria: each probe set had to be labeled as “present” (*P*-value<.04, Wilcoxon rank sum test) in all three embryos on at least one developmental day. This set of 17778 probe sets was subjected to Significance Analysis of Microarrays (SAM) analysis [84] (http://www-stat.stanford.edu/~tibs/SAM/, which utilizes a Wilcoxon-test statistic and sample-label permutation to evaluate statistical significance between sample groups. SAM provides mean fold change values (FC) (mean fold-change >2) and a false discovery rate (FDR) confidence percentage based on data permutation (n = 200). The False Discovery Rate (FDR), an estimate of the fraction of selective genes, was kept below 5% in all statistical analyses (the graphical representation of the SAM analysis is shown in Supplementary figure S1). Annotation of genes was performed using NetAffx (http://www.affymetrix.com; March 2009). The 12 microarray data files have been submitted to the US National Center for Biotechnology Information, Gene Expression Omnibus (GEO), and will be released upon publication (approved accession number: GSE11636; sample numbers: GSM294982, GSM294983, GSM294984, GSM294985, GSM294986, GSM294987, GSM294988, GSM294989, GSM294990, GSM294991, GSM294992, GSM294993).

### Cluster analysis

To visualize expression values of genes identified as being significantly regulated by the SAM analysis, we performed a Cluster analysis between E5 and E7, E7 and E10 and E10 and E14 (Cluster 3 for Mac OSX). Original hybridization signal data were log transformed and median centered prior clustering (hierarchical cluster for genes, correlation uncentered with average linkage). The cluster was visualized (Java TreeView, Version 1.0.13) and genes known to control vascular morphogenesis were searched. The aim was to evidence co-expression of genes implicated in the same functional network or process or which physically interact. Neighboring genes were displayed by selecting the node close to the gene of interest (in red), co-expressed angiogenesis genes were labeled in blue and genes with EC-enrichment (from Supplementary table S3) indicated by an arrow.

### Gene Ontology analysis

To get insight into the biological processes associated with the regulated genes between the different periods, Affymetrix IDs were submitted to the DAVID (Database for Annotation, Visualization and Integrated Discovery) analysis tool [38], [39]. We submitted all probes upregulated from E5 to E7, from E7 to E10 (maximal growth phase) and all probes downregulated from E10 to 14 (period in which the CAM vasculature gets quiescent) and performed functional annotation clustering, searching for biological processes, which were enriched in our gene sets compared to the rest of the chicken genome. All results are ranked based on a FDR-based q-value and *P*-value (from a modified Fisher Exact test) and processes (Gene Ontology “Biological Process” category) with the highest enrichment were selected (for more information about DAVID, please visit http://david.abcc.ncifcrf.gov/home.jsp).

### Semi-quantitative real-time PCR

Total RNA was purified from pools of 10 CAMs per developmental day using RNeasy columns (Qiagen, Courtaboeuf Cedex, France). RNA was reversed-transcribed with SuperScript II RNase H- Reverse Transcriptase (Invitrogen, Cergy Pontoise Cedex, France) by using oligo (dT)15 priming. Chicken-specific primers for qPCR were designed and evaluated for amplification efficiency. Primer sequences were: HNRPH1, 5′- GCTGTGTCTGCCACGAGTTA -3′, 5′- GCTTTCGGCTGAGAGACAAT-3′, EPAS1, 5′- AATCCACCTGTGGCAGTCCT-3′, 5′- AAGACCCCAGCAGACGACTC-3′ and CYR61, 5′- AGCTCTTCCTCTCCCGTTCA-3′, 5′-ACAAGTGCCCACCTCAGGAA-3′. Real-time PCR was carried out in a MX3000P thermocycler (Stratagene) by using SYBR Green dye (ABgene, Courtaboeuf Cedex; France). Normalization and quantification were calculated according to the formula 2^ΔΔCt^. PCRs were performed independently 3 times.

### Human-chick ortholog identification : analysis of the BLAST pipeline results

From the SAM analyses, there were 1252 (1176 non-redundant) differentially expressed probes from the different conditions. The bioinformatic goal was to identify the human ortholog of chicken gene represented by the Affymetrix probes. A graph based, nearest neighbour approach, Reciprocal Best Hit (RBH) [85], was chosen in preference to multiple sequence alignments and phylogenetic tree analyses, as performing those was not amenable to high-throughput of the 1252 probes. Coupled to this was the fact that a recent performance assessment of different ortholog prediction methods found RBH performed well in comparison with other methods [86]. An RBH approach uses BLAST to compare a query sequence against another genome [85], [87]. If the best gene from the other genome best matches the original query sequence it is termed a Reciprocal Best Hit. An RBH analysis was carried out in three ways and the results combined to give the maximum number of successful RBH human ortholog assignments.

Method 1: Affymetrix annotation data file, dated 3^rd^ March 2009 (Chicken.na28.annot.csv), was downloaded from Affymetrix technical support website: http://www.affymetrix.com/support/technical/annotationfilesmain.affx. 867 of the 1176 non-redundant probes were annotated with a chicken protein accession by Affymetrix. The chicken protein annotated in the Affymetrix file was used as a query to search the human Refseq database of proteins to assign orthologs by RBH. 745 of the 1176 non-redundant probes were successfully assigned human orthologs.

Method 2: In this method, the accession nucleotide accessions in the Chicken.na28.annot.csv file were collected and sequences used to find the best chicken Refseq nucleotide. If the alignment was of sufficient quality, >90% sequence identity and > = 100bp alignment length, then the protein sequence for the Refseq nucleotide was used in a RBH analysis versus human proteins. 765 of the 1176 non-redundant probes were successfully assigned a human ortholog using this method.

Method 3: A high-throughput method of assigning orthologs through a Conditional Stepped Reciprocal Best approach (CSRBH) (Herbert et al., manuscript under review) was used to assign all probes a human ortholog. The nucleotide sequence was first translated in six frames and BLAST searched against the chicken and human Refseq protein databases. Whichever species gave the most similar protein match, this protein used in a RBH analysis to assign the ortholog. Therefore, if a chicken protein was the most significant match to the nucleotide sequence, then that chicken protein was used in a RBH analysis to assign a human ortholog. Alternatively, if there was no chicken protein more similar than a human protein, then the human protein was used in the RBH analysis. The number of successful RBH human orthologs assignments using this method was 719.

Combining results: By combining the three RBH methods of ortholog assignments, 912 of the 1176 non-redundant probes were successfully assigned human orthologs. Applying this to the original list of 1252 redundant probes, 946 of them were successfully assigned a human ortholog.

### *In silico* EC and Non-EC gene enrichment prediction

To assign gene regulation in the CAM to specific cell types (EC vs. Non-EC: stromal cells), we relied on a recent bioinformatic approach. Preferentially expressed genes in cDNA libraries isolated from endothelial cells (EC-ESTs, n = 31114 ESTs) vs. non-endothelial cells (Non-EC-EST, n = 136622 ESTs) were identified as described (Herbert et al. 2008 [32]). In their work, a False Discovery Rate q-value [88], [89s] of <0.01 was used to define endothelial differentially expressed genes. Although the authors found highly endothelial specific genes applying this q-value, in this work it was considered too stringent as endothelial genes expressed at a low level could be missed because of low coverage sequencing of cDNA libraries. Therefore, a less stringent EC-enrichment fold-ratio method was used, which was calculated by dividing the number of transcripts from the EC pool by the number of transcripts from the non-EC pool (per million transcripts). A two-fold upregulation threshold in endothelial cells was applied and the q-value reported. Non-EC identity was assigned to genes using the same criteria.

### Bioinformatic tools

The bioinformatic analyses performed in this work can be done locally on user data and can be downloaded from: http://www.cbrg.ox.ac.uk/~jherbert/

### Cloning of chick genes and *in situ* hybridization

Sense and antisense riboprobes (800–2000 bp 3′UTR) were prepared from cDNA of E7 CAM. Briefly, for SOX7, CYR61, RAMP2 and DAG1 PCR products were amplified with indicated chicken-specific primers and cloned into TOPO TA Cloning Kit (with pCR 2.1-TOPO, Invitrogen). SOX7 (GgaAffx.20877.1.S1_at, XM_001234627; 997nt), F: TGCTTAGGTAAAGGATTTCG, R: GAAAATCATAGCCACGCTAC. CYR61 (GgaAffx.20877.1.S1_at XM_001234627; 1375nt), F: GAGACCATGCGAATACAACT, R: TTCCAGTATTACAGGGGTTG. RAMP2 (Gga.1941.1.S1_at NM_204099; 831nt). F: CCCAGACAGGATTAAAGAGA, R: TAAACCTTTACTGCCCGATG. DAG1 (GgaAffx.20323.1.S1_at NM_001097540; 1992 nt), F: ATGACTGTTGGATGTGTCC, R: GGTGTTGTTGGTCCATTC. Plasmid carrying EPAS1 cDNA was kindly provided by J. Favier (INSERM U977, France) [90]. *In situ* hybridization was carried out essentially as described [91]. The genepaint database ([92]; http://www.genepaint.org) that provides digital *in situ* hybridization images of sagittal sections of E14.5 mouse embryos was queried for all genes indicated in Supplementary table S3. Positive signal in capillaries of different organs was evidenced by comparing to the expression pattern of known highly-specific endothelial-specific genes CDH5 (VE-cadherin) or PECAM1 (CD31).

### Comparison of CAM genes with other organs

Genes enriched in indicated human organs were retrieved from the GNF SymAtlas v1.2.4, (http://symatlas.gnf.org/SymAtlas/ [61]). Transcripts with a three-fold enrichment over median expression in 79 other tissues (MAS5 normalization) in lung (n = 1804), placenta (n = 1320) whole brain (n = 1462), whole blood (n = 1968), kidney (n = 1121), pancreas (n = 1154), liver (n = 1875), skin (n = 1245) and thyroid (n = 1483) were selected. These gene lists were compared to high quality orthologs regulated significantly during CAM development (n = 946 probe sets) using a web-based gene comparison tool (http://elegans.uky.edu/MA/progs/Compare.html). Unique genes shared between the developing CAM and other organs are expressed as percentage of genes enriched in the indicated organ.

### Expression of EC-enriched genes in human cancers

Genes playing key roles during developmental angiogenesis are often deregulated during pathological angiogenesis in solid tumors [35]. To establish a link between CAM development genes and tumor angiogenesis, we retrieved expression levels of all genes with an EC-enrichement >2 (n = 178) in four solid tumors (glioblastoma, lung adenocarcinoma, colon carcinoma and renal clear cell carcinoma) using the Oncomine database ([93]; http://www.oncomine.org). Oncomine centralizes expression profiles of over 3762 microarray experiments covering a broad panel of human cancers and normal tissues and can be used to link expression of novel genes with different grades of tumors, tumor sub-types and, as has been recently shown for CD200 [94]. Expression levels for selected genes were demonstrated for glioblastoma, one of the most highly vascularized tumors. VEGF served as positive control [95]. Expression was considered different to normal tissue, when was *P*<.0001). Glioblastoma data originated from the study of Sun et al. [96].

### Functional analyses of PARVB knock down in human endothelial cells

#### *EC cell culture*

hCMEC/D3 cells [73], (a kind gift of P.O. Couraud, Institut Cochin, Paris) were maintained as described [73]. Briefly, cells were plated onto type I collagen coated dishes (rat tail collagen type I, 100µg/mL, BD Biosciences) in endothelial basal medium (EBM2) (Lonza, Levallois-Perret cedex, France) containing FBS and growth supplements (EGM2-MV) as recommended by the manufacturers. The cultures were maintained at 37°C in 5% CO2.

### siRNAs and transfection

ON-TARGETplus siRNA against human PARVB (siPARVB) (target sequence: G.G.A.A.G.A.A.C.C.U.G.G.U.G.G.C.C.A.U) and ON-TARGETplus non-targeting siRNA (siCT) were designed by Dharmacon (Thermofisher scientific, Courtaboeuf cedex, France) and transfected into cells using Lipofectamine RNAiMAX (Invitrogen, Cergy Pontoise cedex, France) according to the manufacturers indications. Efficacy of PARVB knock down was tested by semi-quantitative real-time PCR using the following primers for PARVB: F: ATGGCGTGTACCTGGTTCTG; R: AAGGCGAAGGACACATTGTGG.

### EC migration, invasion, adhesion and proliferation

Migration and invasion of siCT and siPARVB-transfected cells was evaluated using transwell chambers with a 8-µm pore size polycarbonate membrane (Falcon, BD Bioscience, Le Pont de Claix cedex, France), coated with type I collagen (100µg/ml) or matrigel (20µg/100µl) respectively. The lower chambers were filled with endothelial basal medium with or without serum (0.5% and 0.1% for migration and invasion, respectively). 5×10^4^ cells were seeded for migration assays and 1×10^5^ cells for invasion assays and incubated at 37°C for 3h (migration), and 24h for invasion. Then, the non-migrated cells on the upper side of filters were cleared with cotton swabs, and the migrated cells were fixed with an acetic acid/MetOH solution (10%/30%) and stained with Coomassie blue. The number of migrated cells were counted by light microscopy (4 fields per inserts). Experiments were repeated three to four times, with very reproducible results. All data are pooled and analyzed using unpaired t-tests.

For adhesion assay and cell morphology studies, 3×10^3^ cells were plated onto collagen-coated 96-wells plate, in EBM2 medium plus BSA 1%. After 3 to 72h of adhesion, cells were rinsed three times with PBS, fixed with an acetic acid/MetOH solution (10%/30%) and stained with Coomassie blue. To quantify cell size at 3 hours of adhesion, total cell number was determined based on coomassie staining under light microscope, total area occupied by cells was determined by the imaging software (NIS-Elements AR 2.30 software; Nikon France), and mean surface per cell was calculated (area/number of cells). The experiment was repeated three times, and results pooled for statistical analysis (Mann-Whitneys U-test).

For actin cytoskeleton staining, 3,5.10^4^ hCMEC/D3 cells were plated onto collagen-coated coverslides, in EBM2 medium plus BSA 1%, and placed in 24 wells plate. Cell adhesion was allowed for 3 hours at 37°C and 5% CO2. After 3 PBS washes, cells were fixed with paraformaldehyde, permeabilized with PBS/Triton 1% and saturated with BSA 5%. Rhodamine-phalloidin (Molecular Probes) staining was performed to reveal actin cytoskeleton. Images were acquired using a confocal microscope (Leica SP5).

For proliferation assay, 3×10^3^ hCMEC/D3 cells were seeded in 96-well plates in complete medium. After transfection with siARN PARVB or siCT, cell proliferation was assessed by colorimetric WST-1 assays (Roche, Neuilly sur Seine Cedex, France) at indicated time points, according to manufacturers indications. The results are expressed as raw values corrected for background absorption. Five wells per day and condition were used and two independent experiments pooled. Statistical analysis was done using Mann-Whitneys U-test.

### Tubulogenesis assay

25×10^4^ hCMEC/D3 were transfected with siRNAs for 72h, mixed with matrigel on ice and then transferred into 24-well culture dishes (350µl per well). EBM2 medium containing 0.1% serum (hCMEC/D3) was then added and cells were incubated at 37°C. After 18–20h, photos were taken using a Leica light microscope. Ten wells per condition were analyzed, and one representative image is shown.

## Supporting Information

Figure S1 Graphical representation of the SAM analysis. Each SAM curve contains all the genes plotted by their observed scores and expected scores. The red, green, and black dots represent up regulated, down regulated, and insignificant genes respectively. The upper and lower 45° degree lines indicate the Δ threshold boundaries. Genes with Δ = 0 would fall on the 45° line through the origin. The number of significant genes, median number of false positives, and false discovery rate are indicated at the upper left corner of each plot sheet.
(1.16 MB TIF)

Figure S2 Functional annotation clustering using DAVID. To gain insight into biological processes enriched during CAM development, we submitted significantly regulated genes to Gene Ontology via DAVID. Biological processes, which were significantly enriched in the submitted set of genes compared to the rest of the genome, are indicated.
(1.49 MB TIF)

Figure S3 Comparison of CAM development genes and genes over expressed in human organs. A) Predicted EC-specific genes enriched in indicated organs. B) Intersection of over expressed genes shared between the CAM and the three indicated organs. This gene set contained numerous known key regulators of placenta and lung morphogenesis and vascularization.
(1.55 MB TIF)

Table S1 Full list of significantly regulated genes (>2-fold). The Excel file contains up- and down regulated genes for each developmental period compared: E5 vs. E7, E7 vs. E10 and E10 vs E14.
(0.23 MB XLS)

Table S2 Ortholog identification process. This table contains the ortholog screening process for all probes for which significant changes have been found using the SAM analysis.
(0.29 MB XLS)

Table S3 Full list of putative human orthologs of CAM genes with endothelial specificity (>2-fold enrichment). This table contains 205 probe sets (178 unique genes) with significant changes during indicated period of development. The 2-fold enrichment indicates two times more transcripts found in the EC-EST pool. 1: over expression in tumors; −1: under expression; 0: no regulation; AMB: ambiguous regulation (over and under expression found). Unique genes were identified using http://elegans.uky.edu/MA/progs/Compare.html.
(0.06 MB XLS)

Table S4 Full list of putative human orthologs of CAM genes with non-endothelial specificity (>2-fold enrichment). This table contains 354 probe sets (297 unique genes) with significant changes during indicated period of development. The 2-fold enrichment indicates two times more transcripts found in the Non-EC-EST pool. Unique genes were identified using http://elegans.uky.edu/MA/progs/Compare.html.
(0.08 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

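The chorioallantoic membrane (CAM) of the chick was profiled at 4 stages, E5, E7, E10 and E14, with 3 CAMs per stage, each on its own Affymetrix chicken array, for 12 arrays in all. Each probe set reads the RNA of the whole membrane, so that a change can come from a cell type becoming more or less frequent as well as from a change within cells. The deposited intensity values are signals that the authors computed with GCOS 1.2 from the probe intensities and scaled over each whole array to a target of 100. The files hold 38535 probe sets, 96 of them controls, without detection calls, and no logarithm had been taken.

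The authors kept 17778 probe sets by present calls and tested them with SAM at a fold over 2 and an FDR under 5%. Present calls could not be repeated from signals alone. Instead the 17778 probe sets were taken whose lowest signal within a stage, at the best stage, was highest, which put the limit at a signal of 34.7. Signals were then taken to log2 and tested with limma 3.58.1 in R 4.3.3, in 1 model of all 12 arrays with a mean per stage and moderated variances with an intensity trend. The comparisons were E5 to E7, E7 to E10, E10 to E14 and, beyond the paper, E5 to E14. A probe set was called at an adjusted p (Benjamini-Hochberg) under 0.05 and a log2 fold change over 1 in size. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

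Of 38439 probe sets apart from controls, 27168 carry 1 gene symbol in the annotation, 177 several and 11094 none. The 25 lists cover endothelial, lymphatic, arterial and Notch, mural, erythroid, leukocyte, thrombocyte, epithelial, ion and calcium transport, mitosis, DNA replication, basement membrane, interstitial matrix, cell adhesion, angiogenic ligand and receptor, hypoxia and glycolysis, BMP and TGF-β, hedgehog and Wnt, homeobox, ribosomal protein, ribosome biogenesis, oxidative phosphorylation, MHC and interferon, W-linked and immediate-early genes. Each was tested with camera at a preset correlation of 0.01 on the brightest probe set per gene, and the p values were adjusted over 100 tests. The genes named are those the paper names, the 10 largest changes per direction and comparison (5 for E5 to E14), and up to 4 members per list that were called. Genes from the paper's tables were known with their values when the rule was written.

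Alternatives written beforehand changed the filter, the offset or floor for low signals, the normalization, the variance moderation, the arrays used, the test (SAM on log2 signals and with the Wilcoxon rank sum statistic), the fold, and each array left out in turn. Added later were the log2 HINTW signal as a covariate, SAM on unlogged signals with unequal thresholds or 1 threshold for both directions, E7 replicate 3 left out of the comparisons it is not part of, and single arrays left out after quantile normalization. Co-expression was measured over the 12 arrays after subtracting stage means, with p values from permutations within stages. The replicate numbers are not stated to pair the arrays.

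The code was tested on simulated data with 200 changed probe sets among 17778. limma found 55 of 100 changed 3-fold and 91 of 100 changed 6-fold, with 4 false calls among 150. SAM on log2 signals found 42 and 82, and SAM with the Wilcoxon statistic 0 and 0. SAM on unlogged signals found 16 and 25 with unequal thresholds, and 5 and 13 with 1 threshold for both directions. With 3 arrays per stage the median SE of a log2 fold change was 0.329, which limits the precision of every estimate. Of the tested probe sets 21.3% had at least 1 signal under 20, where log2 fold changes are large and unsteady. The qPCR, in situ hybridization, organ and tumor comparisons and the knockdown experiments are left out, since the arrays do not hold them.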

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

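Of the tests in this part, the HINTW covariate was chosen only after the result was seen, while the Z-linked test and the splits of the arrays were written beforehand.

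From E5 to E14, a comparison the paper does not report, 2623 probe sets were higher and 2419 lower (n = 3 CAMs per stage), 28.4% of those tested. Among the rises, RHAG went from 3.56 ± 3.51 to 988 ± 246 (log2 fold change 8.53, and 5.60 with signals under 20 set to 20), and among the falls ASTL, an oocyte protease gene, from 1297 ± 635 to 9.61 ± 10.5 (-7.50, and -5.84 with that floor). Signals this low leave the size of these changes open. Among the lists, leukocyte genes from E10 to E14 were the only group called with an estimated correlation (adjusted p = 0.0355).

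HINTW, a gene of the W chromosome that only females carry, was high in all 3 E10 arrays and in some arrays of every other stage. From E7 to E10 the median log2 fold change of 415 Z-linked genes was lower by 0.285 (-0.285) than that of 8530 genes on other chromosomes (permutation p = 1e-04), and from E10 to E14 it was higher by 0.0994 (permutation p = 0.0014). From E5 to E14 the Z-linked median was lower by 0.283 (-0.283, permutation p = 1e-04), and from E5 to E7 by 0.0354 (-0.0354, permutation p = 0.236). These p values come from 10000 random draws of genes as Z-linked, not from permuting arrays. They therefore do not measure the spread between embryos. In each of the arrays with a HINTW signal of 3680 or more the Z-linked genes lay below the others, and in each array with 109.6 or less above them. A likely reading is that stages differ in the share of female embryos, and that this moves Z-linked genes from E7 to E10 and from E5 to E14. It could not account for most calls from E7 to E10. With the HINTW signal as a covariate, whose effect is estimated within E5, E7 and E14 since all 3 E10 arrays are high, 453 probe sets were called, among them 397 of the 605 called without it. All 605 kept their direction, and their median log2 fold change was 1.52 in size before and 1.52 after, with a median SE of 0.306 and 0.326. From E5 to E14, 4645 of the 5042 calls were made with the covariate too. The calls that ended were not examined one by one.

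In the 10 splits of the 6 arrays of each comparison into 3 and 3, only 1 split, the real one, gave as many calls as the real 223, 605, 479 and 5042. The highest other splits gave 1, 1, 2 and 1, but 10 splits are too few for a share under 0.05. Over 100 groupings of the 12 arrays into 4 groups of 3, 5 gave as many changed probe sets as the real 1213, the real one included, and the highest other gave 3870. A random grouping can keep the arrays of a real stage together and so still hold stage differences. These groupings are therefore no clean measure of chance, and which of them kept a stage together was not examined.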

How the results depend on the processing

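Of the tests in this part, SAM on unlogged signals, the HINTW covariate and leaving out E7 replicate 3 from E10 to E14 were chosen only after the result was seen.

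With 3 arrays per stage the counts move with the setting and with single arrays, and the cause was not tested. An offset of 16 gave 71 lower from E5 to E7 (ratio 2.296). From E10 to E14, where the ratio of higher to lower was 0.8282, it was over 1 with the offset (1.22), with signals under 20 set to 20 (1.111), with equal medians (1.141), with SAM on unlogged signals with 1 threshold (1.019), and in other settings below. Signals under 20 set to 20 gave 87 lower from E5 to E7 (ratio 2.195), 184 lower from E7 to E10 and 340 higher from E10 to E14. Quantile normalization gave 199 lower from E7 to E10 (ratio 2.015), equal medians a ratio of 2.39 there, and eBayes without trend 24 lower from E5 to E7. The 6 arrays of each comparison alone gave 113 higher from E5 to E7 (ratio 2.568), 76 lower from E7 to E10 and 169 lower from E10 to E14 (ratio 1.426). SAM on log2 signals gave 754 higher from E7 to E10, 582 higher from E10 to E14, ratios of 6.97, 6.793 and 1.536 and 1920 changed at least once. SAM with the Wilcoxon rank sum statistic called 0 higher and 0 lower from E5 to E7, 0 and 0 from E7 to E10, 0 and 0 from E10 to E14 and 0 in all, where limma had 3078, 3768 and 3483 at an unadjusted p under 0.05, but it called 2910 higher and 2519 lower from E5 to E14. Full separation of 3 against 3 arrays comes by chance in 10% of probe sets. It was seen in 22.2%, 26.2% and 29.2% in the successive steps, too few for an FDR under 5%, and in 54.3% from E5 to E14. SAM on unlogged signals with unequal thresholds gave 32 higher and 16 lower from E5 to E7 (ratio 2) and 26 lower from E7 to E10 (ratio 21.92), and with 1 threshold 23 higher and 14 lower from E5 to E7 (ratio 1.643). With an estimated correlation camera gave an adjusted p of 0.1868 for endothelial, 0.05801 for lymphatic and 0.07901 for cell adhesion genes from E5 to E7, 0.08452 for BMP and TGF-β genes from E7 to E10, and 0.05801 for mitosis and 0.05801 for DNA replication genes from E10 to E14. Ribosomal protein genes turned direction from E5 to E7 after quantile normalization (adjusted p = 0.9555). Leaving out 1 array gave 114 to 164 higher and 12 to 57 lower from E5 to E7 (ratio 2.474 to 9.5), 210 to 584 and 48 to 182 from E7 to E10 (ratio 3.209 to 5.747), 94 to 336 and 78 to 396 from E10 to E14 (ratio 0.601 to 1.322), and 603 to 1568 changed at least once. For the lists, 517 of 552 results without 1 array kept their label, 15 were weaker and 20 stronger. A replicate block moved no count of calls by over 1.5 times, and left 387 of 404 named results the same, with 16 weaker and 1 stronger. With stage means subtracted, arrays of different stages with the same replicate number correlated at -0.00737 on average (-0.141 to 0.072, 18 pairs). Those with different numbers correlated at 0.00356 (-0.151 to 0.144, 36 pairs), and 1 array correlated best with its own number.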

Differences from the paper's values

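SAM on unlogged signals, with unequal thresholds or with 1 threshold, and the HINTW covariate are the tests in this part chosen only after the result was seen.

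From E5 to E7 the paper states 98 probe sets lower and 43 were found, and the paper's ratio of higher to lower is 1.65 against 4.186. Among the alternatives written beforehand, an offset of 16 and a floor of 20 brought both within 1.5 times of the paper's values, and leaving out E7 replicate 1 the ratio only. Over all of them 0 to 87 were lower, with ratios of 2.195 to 9.5. The 0, here and from E7 to E10, came from SAM with the Wilcoxon statistic, which could not reach an FDR under 5% in these steps. From E7 to E10 the paper states 26 lower and a ratio of 20.65, against 119 and 4.084, and no alternative written beforehand reached either (0 to 199 lower, ratios 2.015 to 6.793). SAM on unlogged signals with unequal thresholds, chosen after the paper's values were seen, gave 570 higher and 26 lower there, a ratio of 21.92. It dropped 5 of the paper's higher and 1 of its lower probe sets from E7 to E10, but 130 higher and 82 lower from E5 to E7 and 37 lower from E10 to E14. With 1 threshold for both directions, also chosen later, the ratio was 1.643 from E5 to E7 and 4.938 from E7 to E10.

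The folds in Table S1 lay within 1% of the ratio of mean signals in 162 of 162 higher and 98 of 98 lower probe sets from E5 to E7, 537 of 537 and 26 of 26 from E7 to E10, and 177 of 178 and 250 of 250 from E10 to E14, whereas the folds here compare means of log2 signals. For RSPO3 from E5 to E7 the paper's fold is 0.12 against 0.05084, and 0.1153 as the ratio of mean signals. For COL4A2 the paper's fold is 6.33 against 17.47, and 6.333 as that ratio. Neither differed with that ratio, which SAM on log2 signals and SAM with the Wilcoxon statistic also use as their fold. RSPO3 also did not differ without E7 replicate 1, nor COL4A2 with an offset of 16 or a floor of 20, and each differed with every other alternative written beforehand in which it was tested, which for RSPO3 leaves out the 2 other filters that drop probe sets. Of 97 folds of the paper, 95 lay within 1.5 times and 97 had the same direction, and 76 were called.

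Of the probe sets in Tables 1 to 3, 19 of 26, 19 of 23 and 17 of 22 were called. From E5 to E7 the COL4A2 probe set that was not called is called with an offset of 16 or a floor of 20. RSPO3 is called with either or without E7 replicate 3, and PDE3A with SAM on log2 signals. FLT4 and RAMP2 are called with a stricter filter, a floor of 20 or without E5 replicate 3, FLT4 also after quantile normalization. SFRP1 is called with an offset of 16, with the 6 arrays alone, with SAM on log2 signals, with the HINTW covariate and with both forms of unlogged SAM. From E7 to E10 ENC1 is called with SAM on log2 signals and unlogged SAM with unequal thresholds, PRCP with the latter only, FGFR2 with the replicate block, the 6 arrays alone and each SAM but the Wilcoxon form, and TSPAN7 with a stricter filter, SAM on log2 signals and unlogged SAM with unequal thresholds. From E10 to E14 JAM2, AMOT and FBLN1 are called with the 6 arrays alone, SAM on log2 signals and both forms of unlogged SAM, JAM2 also with an offset of 16 or a floor of 20. SEMA3C is called in 1 probe set with both forms of unlogged SAM or without E14 replicate 2, and in the other, like the second PECAM1 probe set, under no setting. Outside these tables, C8orf4 is called with a stricter filter, a floor of 20, the 6 arrays alone, SAM on log2 signals and the HINTW covariate. ARSJ and a HINTW probe set that the paper lists are called with SAM on log2 signals and unlogged SAM with unequal thresholds. That HINTW probe set, with signals of 102 to 159 at E10, is dimmer than the one used as the covariate. TTK from E5 to E7 is called with a stricter filter, the 6 arrays alone, SAM on log2 signals and both forms of unlogged SAM.

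The paper has MYC fall after E10, where its log2 fold change was -0.30, whereas MYCN, which the paper also reports as lower, fell. The paper has SDC2 rise until E10, where the probe set listed is annotated as HSPG2. It describes COL4A2 as following FIGF, a course seen in 1 of 6 probe sets. The probe set it names CCNB2 is annotated as CCNB1, and TWIST1 has 0.46 in its text and 0.44 in Table S1.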

Other observations

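Of the tests in this part, those of the E7 to E10 excess, of the SAM thresholds and of the COL4A2 probe sets were chosen only after the result was seen.

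Over the whole span from E5 to E14 (n = 3 CAMs per stage) 13 of 29 measured genes of ion and calcium transport rose and 3 fell (adjusted p = 0.0297, and adjusted p = 0.272 with an estimated correlation). CA2, a carbonic anhydrase, rose from 103 ± 12.8 to 4453 ± 637 (log2 fold change 5.43, SE 0.63, adjusted p = 2.12e-05), the sodium channel subunit SCNN1B from 44.7 ± 21.8 to 857 ± 285 (4.33, SE 0.41, adjusted p = 4.09e-06) and the ammonia transporter RHCG from 9.36 ± 9.41 to 212 ± 103 (5.14, SE 0.81, adjusted p = 0.000217). KRT14, a keratin of basal epithelium, rose from 255 ± 93.4 to 5068 ± 431 (4.39, SE 0.35, adjusted p = 1.24e-06), and of 25 epithelial genes 19 rose and 1 fell (adjusted p = 8.14e-10, and adjusted p = 0.0543 with an estimated correlation). Of 19 leukocyte genes 17 rose (adjusted p = 8.14e-10, and adjusted p = 0.0502 with an estimated correlation), and of 16 MHC and interferon genes 11 (adjusted p = 4.13e-06, and adjusted p = 0.058), such as GBP, from 28.6 ± 5.94 to 4222 ± 950 (7.20, SE 0.69, adjusted p = 4.25e-06). Embryonic globin HBZ fell from 4342 ± 1628 to 454 ± 333 (-3.59, SE 0.52, adjusted p = 0.000122), while 8 of 17 erythroid genes rose and 2 fell (adjusted p = 0.000947, and adjusted p = 0.347). The actin 3' to 5' ratio, which rises as RNA degrades, was 1.26 to 1.5 in the E5 arrays and 2.21 to 3.43 in the E14 arrays. That of GAPDH differed less, with 0.921 to 0.981 at E5 and 1.19 to 1.3 at E14. These signs of RNA quality move with the stages, and the part of RNA quality in the changes from E5 to E14 was not tested.

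Of 27 ribosome biogenesis genes 18 fell from E5 to E14 (adjusted p = 8.21e-08, and adjusted p = 0.216 with an estimated correlation), among them GAR1 from 884 ± 126 to 264 ± 61.4 (-1.76, SE 0.21, adjusted p = 2.43e-05). In DNA replication 31 of 43 fell and 1 rose (adjusted p = 6.24e-13, and adjusted p = 0.058), and in oxidative phosphorylation 7 of 35 fell and 1 rose (adjusted p = 0.0129, and adjusted p = 0.628). The 58 ribosomal protein genes gave an adjusted p = 3.47e-07 as a group, an adjusted p = 0.536 with an estimated correlation and an adjusted p = 0.394 after quantile normalization. Of 28 endothelial genes 19 rose (adjusted p = 7.09e-08, and adjusted p = 0.209), of 16 arterial and Notch genes 6 (adjusted p = 0.00832, and adjusted p = 0.295), of 19 mural genes 11 rose and 1 fell (adjusted p = 0.00104, and adjusted p = 0.201) and of 4 thrombocyte genes 3 rose (adjusted p = 0.0302, and adjusted p = 0.175). Of 27 hypoxia and glycolysis genes 4 rose and 1 fell (adjusted p = 0.198). The W-linked list, in which HINTW was the only gene measured, gave an adjusted p = 0.763 with camera.

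The excess of higher over lower probe sets from E7 to E10 was weighed against 2 explanations. Without E7 replicate 3 the ratio was 3.209 and after quantile normalization 2.015, so that neither that array nor the scaling could account for the whole excess, though the scaling may set part of it. After quantile normalization the ratio ran from 1.664 to 2.43 with single arrays left out. The paper's ratio over 20 appeared with unequal upper and lower SAM thresholds on unlogged signals (21.92) and not with 1 threshold (4.938). SAM on log2 signals also had unequal thresholds from E7 to E10 (1.593 and -2.161) but gave a ratio of 6.793. Unequal thresholds alone thus did not give the paper's ratio, and their use on unlogged signals is a possible explanation.

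The fall of COL4A2 at E10 stands in the probe set of Table 2 only, while the other 5 tested probe sets had a median log2 fold change of 0.579 from E7 to E10. One hypothesis is an allele in some embryos that its probes do not match, for which the lowest signal outside E10 was 0.188 times the highest at E10. With 3 embryos per stage this stays open, and no other cause was tested.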
